# Cellular and transcriptomic changes by the supplementation of aged rat serum in human pluripotent stem cell-derived myogenic progenitors

**DOI:** 10.3389/fcell.2024.1481491

**Published:** 2024-10-15

**Authors:** Sin-Ruow Tey, Ryan S. Anderson, Clara H. Yu, Samantha Robertson, Heidi Kletzien, Nadine P. Connor, Kaori Tanaka, Yasuyuki Ohkawa, Masatoshi Suzuki

**Keywords:** human pluripotent stem cells, myogenic progenitors, skeletal muscle aging, F344/BN rat serum, sarcopenia

## Abstract

**Introduction:**

The changing composition of non-cell autonomous circulating factors in blood as humans age is believed to play a role in muscle mass and strength loss. The mechanisms through which these circulating factors act in age-related skeletal muscle changes is not fully understood. In this study, we used human myogenic progenitors derived from human pluripotent stem cells to study non-cell autonomous roles of circulating factors during the process of myogenic differentiation.

**Methods:**

Myogenic progenitors from human embryonic stem cells (ESCs) and induced pluripotent stem cells (iPSCs) were supplemented with serum samples from aged or young Fischer 344 × Brown Norway F1-hybrid rats. The effect of aged or young serum supplementation on myogenic progenitor proliferation, myotube formation capacity, differentiation, and early transcriptomic profiles were analyzed.

**Results:**

We found that aged rat serum supplementation significantly reduced cell proliferation and increased cell death in both ESC- and iPSC-derived myogenic progenitors. Next, we found that the supplementation of aged rat serum inhibited myotube formation and maturation during terminal differentiation from progenitors to skeletal myocytes when compared to the cells treated with young adult rat serum. Lastly, we identified that gene expression profiles were affected following serum supplementation in culture.

**Discussion:**

Together, aged serum supplementation caused cellular and transcriptomic changes in human myogenic progenitors. The current data from our *in vitro* model possibly simulate non-cell autonomous contributions of blood composition to age-related processes in human skeletal muscle.

## 1 Introduction

Age-associated degenerative loss of skeletal muscle mass quality and strength, known as sarcopenia, causes functional decline and loss of independence in seniors (Bruyère et al., 2022; Razaq et al., 2022). Effective treatment strategies are not currently available because the biological mechanisms driving the precipitous decline in muscle mass and function are not well understood. Age-related muscle degeneration is a complex process driven by many age-related factors that are significantly influenced and regulated by the systemic environment.

It has been suggested that circulating factors in blood play a role as non-cell-autonomous modifiers in muscle aging. To support this idea, age-specific effects of sera on skeletal muscle cells have been demonstrated through various experimental designs: young/aged human/murine primary satellite cell culture supplemented with young/aged human/murine sera (Carlson and Faulkner, 1989; Carlson et al., 2009; Barberi et al., 2013; Allen et al., 2021; Carson et al., 2018; Kalampouka et al., 2018), young/aged murine muscles grafted into young/aged murine recipients (Barberi et al., 2013), young/aged murine sera injected into young/aged murine recipients (Sinha et al., 2014; Tripathi et al., 2021), young porcine plasma into aged rats (Enayati et al., 1999), and murine parabiosis studies (Sinha et al., 2014; Carlson and Faulkner, 1989; Conboy et al., 2005). Although rodent models have been extensively used in most studies on muscle degeneration and homeostasis (Conboy et al., 2005; Sinha et al., 2014; Carlson and Faulkner, 1989), there is a limited availability of human skeletal myocytes to study age-associated muscle wasting in humans; such studies have only been done using *ex vivo* myofiber explants or isolated muscle stem cells (Carlson et al., 2009; Barberi et al., 2013; Romagnoli et al., 2021).

Human pluripotent stem cells (hPSCs), which include embryonic stem cells (ESCs) and induced pluripotent stem cells (iPSCs), represent a robust cell source for studying human muscle aging in culture. Recent advancements in the field allow us to prepare myogenic progenitors and skeletal myocytes from hPSCs without genetic modification. These progenitors can be differentiated into mature myotubes upon induction in culture after several weeks (Hosoyama et al., 2014; Jiwlawat et al., 2017). Specifically, our group is preparing myogenic progenitors from hPSCs by a unique culture protocol with free-floating spherical aggregates (Hosoyama et al., 2014; Jiwlawat et al., 2017). Briefly, human ESCs and iPSCs were expanded in medium supplemented with high concentrations of fibroblast growth factor-2 (FGF-2) and epidermal growth factor (EGF). The culture then formed spherical aggregates called EZ spheres. We confirmed myogenic progenitor markers such as Pax3 and Pax7 were expressed in the EZ spheres (Hosoyama et al., 2014; Jiwlawat et al., 2017). Immunocytochemistry revealed that approximately 40%–60% of total cells were positive with Pax7. Furthermore, well-differentiated myosin heavy chain-positive (MyHC^+^) myotubes were identified following sphere dissociation and terminal differentiation (Hosoyama et al., 2014; Jiwlawat et al., 2017).

To understand the relationship between host environment and muscle cell behaviors during the aging process, we sought to determine how circulating blood components would change cellular and molecular signatures in myogenic progenitors and skeletal myocytes. Specifically, we treated hPSC-derived myogenic progenitors with pooled sera from male Fischer 344 x Brown Norway F1-hybrid (F344/BN) rats of 6–9 months or 30–32 months, representative of young adult and aged circulating environments respectively. These F344/BN rats have been known to closely mirror human in terms of timing of late-life, comorbidities of aging, age-related body composition changes and declining performance (Carter et al., 2012). The F344/BN rat strain is a genetically defined rodent model developed, supplied, and recommended by the National Institute on Aging (Sprott, 1991; Sprott and Ramirez, 1997). These rats exhibit a prolonged lifespan relative to the Fischer 344 aging rat model, low detrimental pathologies, delayed onset of typical age-associated symptoms, and relevant age-related declines in skeletal muscle function because this strain lives long enough to experience significant declines in muscle mass (Lushaj et al., 2008; Rice et al., 2005). Additionally, these rats have a small size but still allow us to collect a larger volume of blood samples per animal when compared to similar mouse models.

In this study, we report that the supplementation of aged rat sera to pre-differentiated myogenic progenitors decreased expansion, diminished myotube formation, and slowed maturation when compared to the cells supplemented with young adult rat sera. We also performed transcriptome analysis and determined how the gene expression profiles were affected in human myogenic progenitors following aged serum supplementation in culture. Our current findings indicate that aged blood composition influences the ability of self-renewal and differentiation in myogenic progenitors in a non-cell-autonomous manner.

## 2 Materials and methods

### 2.1 Preparation of rat serum samples

Rat serum samples were collected from male Fischer 344 x Brown Norway F1-hybrid (F344/BN) rats. The procedure was performed in accordance with the NIH Guide for Care and Use of Laboratory Animals, 8th Edition, 2011. The animal care and use protocol was approved by University of Wisconsin School of Medicine and Public Health Animal Care and Use Committee.

Young adult (6–9 months old, 18 rats) and aged (30–32 months old, 18 rats) F344/BM male rats were obtained from the National Institute on Aging colony (Harlan Laboratories, Indianapolis, IN). The F344/BN rat median life span expectancy is approximately 36 months (Turturro et al., 1999). Rats were housed in standard polycarbonate cages in pairs in a light-controlled environment with a 12:12-h light-dark reversed light cycle with food and water provided *ad libitum*. Rats were anesthetized with 4% isoflurane and blood was collected through cardiac puncture using a 21-gauge needle connected to a 20 mL syringe inserted into the ventricle of the heart. Collected blood was transferred into an ice-cold 15 mL conical tube and stored at 4°C overnight to allow the blood to clot. The clot was removed by centrifuging at 1,200 rpm for 5 min at room temperature. Serum was filtered through a syringe filter with a 45 µm pore size (229,774; Celltreat Scientific Products, Pepperell, MA) and stored in a sterile 15 mL conical tube at −80°C. Per age group, serum samples from 18 rats were separated into 3 groups of 6 for the preparation of 3 pooled sera samples. Equal amounts from each of the 6 serum samples were pooled, aliquoted into 1 mL microcentrifuge tubes, and stored at −20°C until needed. For experiments that were repeated 2–3 times, we used a different pooled sera sample each time to increase the reliability of our findings.

### 2.2 Human pluripotent stem cells (hPSCs)

Human ESC line WA09 (H9) and human iPSC line IMR-90 were obtained from WiCell (Madison, WI). Colonies of these lines were maintained using a feeder-free protocol (Ludwig et al., 2006) in mTeSR1 (WiCell) medium on a 6-well plate coated with Matrigel (BD Bioscience; San Jose, CA), and passaged using Versene (Life Technologies, Grans Island, NY).

### 2.3 Derivation of myogenic progenitors from hPSCs

Myogenic progenitors and myotubes were derived from hPSCs using our protocol as previously reported (Hosoyama et al., 2014; Jiwlawat et al., 2017; Jiwlawat et al., 2019; Tey et al., 2022). Briefly, hPSC colonies were manually lifted using a scraper and transferred into culture flasks precoated with poly (2-hydroxyethyl methacrylate) (poly-HEMA; Sigma-Aldrich, St. Louis, MO) to prevent cell attachment to the surface. The colonies were maintained in serum-free expansion medium consisting of Stemline medium (S-3194, Sigma-Aldrich), 100 ng/mL human fibroblast growth factor-2 (FGF-2; WiCell), 100 ng/mL human epidermal growth factor (EGF; Millipore, Billerica, MA), 5 ng/mL heparin sulfate (Sigma-Aldrich), and penicillin/streptomycin/amphotericin B (PSA, 1%v/v; Life Technologies). The colonies formed free-floating spherical aggregates known as EZ spheres within 1 week (Hosoyama et al., 2014; Jiwlawat et al., 2017; Jiwlawat et al., 2019; Tey et al., 2022). The spheres were passaged weekly by mechanical chopping using a McIlwain tissue chopper (Mickle Laboratory Engineering, Surrey, United Kingdom) to allow the maintenance of cell-to-cell contact of spherical cultures for rapid and stable expansion without dissociation to a single cell suspension (Svendsen et al., 1998; Ebert et al., 2013; Shelley et al., 2014).

### 2.4 Sphere growth measurement and calculation

The measurement of sphere growth was performed as we had described previously (Wright et al., 2003; Tey et al., 2022). After at least 6 passages by mechanical chopping, hPSC-derived spheres with a similar size (∼20 um diameter, 32 spheres total) were transferred into a low-attachment 96-well plate precoated with poly-HEMA. Each well contained one sphere in serum-free expansion medium (Stemline medium supplemented with 100 ng/mL FGF-2, 100 ng/mL EGF, 5 mg/mL heparin sulfate, and 1%v/v PSA). Three days later, at least 6 spheres with similar size increase (∼150%) were selected for each treatment group (Day 0). The conditioned medium was fully replaced with fresh expansion medium additionally supplemented with either 10% young adult rat sera, 20% young adult rat sera, 10% aged rat sera, or 20% aged rat sera. On Day 3 and 6, spheres were fed by replacing half of the conditioned medium with the fresh medium. The sphere diameters were measured using the eyepiece reticle of a Nikon Eclipse TS100 inverted microscope (Tokyo, Japan) and sphere volume was calculated as recently described (Tey et al., 2022). Growth rates were determined by normalizing each sphere’s changes in volume relative to the initial volume on Day 0. To verify the reliability of the results, we repeated 3 independent experiments.

### 2.5 Serum supplementation during terminal differentiation

HPSC-derived EZ spheres were dissociated using trypsin (TrypLE, Life Technologies) and then disaggregated in terminal differentiation medium [TDM; Dulbecco’s Modified Eagle’s Medium Glutamax (DMEM, Sigma-Aldrich) containing 2% B27 serum-free supplement (Life Technologies) and 2% PSA]. Disaggregated cells were passed through a cell strainer with 40 µm mesh pore size (Corning Inc., Corning, NY), and plated at a density of 4,000 cells/μL on glass coverslips coated sequentially with poly-L-lysine (0.1 mg/mL) and laminin (50 μg/mL) (both Sigma-Aldrich) (Hosoyama et al., 2014). The plated cells were then cultured in DMEM containing 2% PSA and different concentrations (10% or 20%) of young or aged rat samples. The cells were then maintained in 24-well plates for 1 week or 2 weeks to differentiate into myotubes. For the experiments to study the restoration by young rat serum supplementation (as summarized in Figure 5), the plated cells were cultured for 1 week in DMEM containing 2% PSA with the addition of 2% B27 supplement (control), 20% young adult rat sera or 20% aged rat sera, then cultured for another week with the same or a different treatment. Cells were fed every other day by replacing half of the conditioned medium with fresh medium.

### 2.6 Immunocytochemistry

Immunocytochemistry for PAX7, myogenin (MyoG), myosin heavy chain (MyHC), and titin was performed as described previously (Jiwlawat et al., 2017). For co-staining with PAX7 and MyoG, cells plated on coverslips were cultured for 2 days in DMEM containing rat sera and fixed with 4% paraformaldehyde (PFA) in PBS. The cells were then permeabilized and blocked with 0.1% Triton X-100 and normal donkey serum. After rinsing with PBS, the cells were incubated with mouse monoclonal antibodies against PAX7 [1:40; Developmental Studies Hybridoma Bank (DSHB), Iowa City, IA] and rabbit polyclonal antibodies against MyoG (1:400; Santa Cruz, Dallas, TX) at 4°C overnight. For MyHC and titin staining, cells were fixed with ice-cold methanol, then incubated with mouse antibodies against MyHC (MF20, 1:40; DSHB) or titin (9D10, 1:40; DSHB) for an hour at room temperature. After incubation with the primary antibodies, the cells were rinsed with PBS, then incubated with secondary antibodies conjugated with Alexa Fluor 488 or Cy3 (1:1,000; anti-mouse IgG antibodies, Jackson ImmunoResearch Laboratories, West Grove, PA) for 30 min at room temperature in dark. Lastly, cell nuclei were stained with Hoechst 33,258 (0.5 μg/mL in PBS, Sigma-Aldrich). Coverslips were mounted on slides using a mounting medium (Fluoromount-G; SouthernBiotech, Birmingham, AL).

For Ki67 and Caspase-3 staining, cells were fixed with 4% PFA, permeabilized, and incubated with rabbit monoclonal antibodies against Ki67 (1:100; NB600-1252, Novus Biologicals, Centennial, CO) or rabbit polyclonal antibodies against Caspase-3 (1:250; G748A, Promega, Madison, WI) at 4°C overnight. The primary antibodies were labeled with secondary antibodies and Hoechst, then coverslips were mounted on slides, as described above.

### 2.7 Microscopy and image quantification

Immunocytochemical images were acquired using a Nikon Eclipse 80i fluorescence microscope and a DS-QiIMC charge-coupled device camera (Nikon). Cell counts were performed with NIS-Elements imaging software (Nikon) or ImageJ. Expression levels of PAX7, MyoG, Ki67, and Caspase-3 were calculated as the average percentage of positive cells per total cells represented by Hoechst-positive cell nuclei. The number of MyHC-positive (MyHC^+^) cells was determined as the average percentage of Hoechst-positive nuclei surrounded by MyHC^+^ myotubes (% MyHC^+^) for each field of view. Myotube diameter was measured and presented as the average diameter of all myotubes per image field. For each staining, the graphed values were determined from at least 6 microscopic fields from each group per experiment. To verify the reliability of our findings, we repeated 2–4 independent experiments for cell counting.

### 2.8 Western blot

Treated cells were lysed in radioimmunoprecipitation assay buffer (EMD Millipore, Burlington, MA) with a protease inhibitor cocktail (Thermo Fisher Scientific, Waltham, MA) and 5 mM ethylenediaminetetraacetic acid (EDTA; Thermo Fisher Scientific). Protein concentrations were determined using the DC Protein Assay kit (Bio-Rad, Hercules, CA). Proteins (20 μg per lane) were run on a polyacrylamide gel and transferred onto a PVDF membrane (EMD Millipore). The membrane was immunoblotted with anti-human cyclin B1 antibody (1:1000; 4,138, Cell Signaling Technology, Danvers, MA) and Cell Cycle WB Cocktail (1:250; ab136810, Abcam, Cambridge, MA) containing primary antibodies targeting phospho-cdk2 Tyr15 and beta-actin, followed by secondary antibody conjugated with horseradish peroxidase (anti-rabbit IgG HRP; Promega, Madison, WI). Enhanced chemiluminescence substrate (Pierce Biotechnology, Waltham, MA) was used to detect target proteins on the immunoblot for chemiluminescence imaging using UVP ChemStudio PLUS Imaging System (Analytik Jena US LLC, Upland, CA).

### 2.9 RNA sequencing

Total RNA was isolated from plated down EZ sphere cells that were maintained in the serum-supplemented medium (aged, young, or serum-free) for 48 h using Direct-zol RNA Kit (Zymo Research, Irvine, CA, United States) according to the manufacturer’s instructions. Bulk RNA barcoding and sequencing (BRB-seq) was carried out as described previously with a few modifications (Alpern et al., 2019). Library cDNA preparation was carried out using reverse transcriptase primers for CEL-Seq2 (Hashimshony et al., 2016), as has been described previously (Miyawaki-Kuwakado et al., 2021) in that a barcoded oligo-dT based primer was used for single-stranded synthesis and Second Strand Synthesis Module (NEB, #E6111) was used for double-stranded cDNA synthesis. In-house MEDS-B Tn5 transposase (Picelli et al., 2014; Sato et al., 2019) was used for tagmentation and amplified by 10 cycles of PCR using Phusion High-Fidelity DNA Polymerase (Thermo Fisher Scientific, M0530). The quality of the cDNA was assessed with High Sensitivity D5000 ScreenTape (Agilent Technologies, Santa Clara, CA, 50675592) prior to sequencing. Sequencing of the libraries was carried out using a NovaSeq6000 (Illumina, San Diego, CA). Nineteen cycles were performed for read 1, capturing the barcode and UMI, and eighty-one cycles were performed for read 2, capturing the cDNA insert.

RNA-sequencing analysis was carried out as has been described previously (Miyawaki-Kuwakado et al., 2021). Briefly, sample barcodes and UMIs were extracted using the UMI-tools (version 1.1.4) command umi_tools extract -I r1.fastq--read2-in = r2.fastq--bc-pattern = NNNNNNNNNNCCCCCCCCC--read2-stdout. Barcode extraction was followed by read trimming using Trim Galore! (version 0.6.10) with the -a GATCGTCGGACT option. Read quality was assessed using FastQC (version 0.12.1). After read quality was confirmed, they were aligned to the human genome (GRCh38, grch38_snp_tran) using HISAT2 (version 2.2.1). After alignment, reads were sorted and indexed using SAMtools (version 1.10). The read counts for each gene were generated using featureCounts (version 2.0.6) and the UMI-tools command, umi_tools count–method = directional–per-gene–per-cel–gene-tag = XT. Differential gene expression analysis was carried out using DESeq2 (version 1.40.2) in R (version 4.3.3). Genes with a Benjamini–Hochberg-corrected Wald test adjusted *p*-value < 0.1 and |log2foldchange| > 1 were considered significantly differentially expressed. Regularized variance-stabilizing transformed counts were used to perform principal components analysis (PCA) and generate heatmaps for myogenesis related genes. The clusterProfiler software package enrichGO was used to perform gene ontology (GO) enrichment analysis.

### 2.10 Statistical analysis

GraphPad Prism 9.4.0 (GraphPad Software, Inc., La Jolla, CA) was used to perform statistical analyses. Quantitative data were graphed as means ± standard error of the mean (SEM) from at least two independent experiments. Paired or unpaired two-tailed Student’s t-test was performed to compare two groups. Two-way analysis of variance (ANOVA) was calculated to compare multiple groups with terms in the model for treatment and timepoints, followed up with Tukey’s *post hoc* test. Differences were considered significant when *p* < 0.05.

## 3 Results

### 3.1 Aged rat sera reduced the expansion rate of hPSC-derived progenitor cells

We first tested whether the treatment with aged rat sera would influence survival and expansion of hPSC-derived progenitor cells cultured as spherical aggregates (EZ spheres). EZ spheres were prepared from human ESC line WA09 (H9) and human iPSC line IMR-90. Individual spheres were transferred in each well of a 96-well plate and cultured in the expansion medium supplemented with two different concentrations (10% or 20%) of young or aged sera. These rat serum samples were originally collected and pooled from young (6–9 months old) or aged (30–32 months old) F344/BN male rats. The sphere volume perpendicular diameters of each sphere were measured to calculate the sphere volume. Our recent studies indicate the growth in sphere size represents positive expansion rate of human progenitor cells (Wright et al., 2006; Tey et al., 2022). By Day 7, the growth rate of spheres treated with young adult rat sera had surpassed that of spheres treated with aged rat sera (Figures 1A, B). There is a significant difference between cells treated with 20% young adult rat sera and 20% aged rat sera on Day 7 (Figure 1B).

**FIGURE 1:**
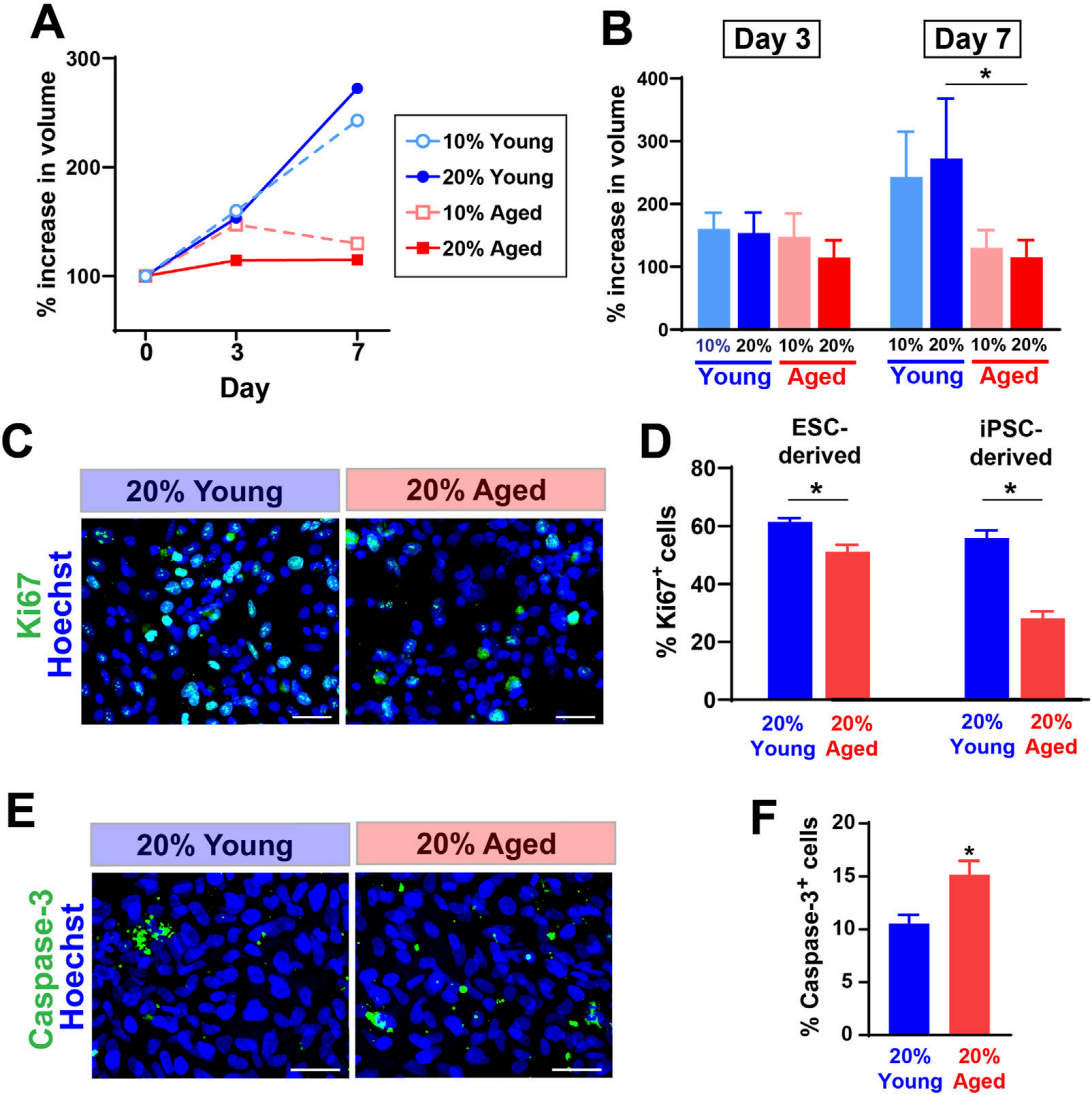
The supplementation of aged rat sera influenced cell proliferation and death in hPSC-derived myogenic progenitors. **(A)** % increase in sphere volume showing growth trends following serum supplementation in culture. **(B)** On Day 7, the sphere volume was significantly different between cells treated with young and aged rat sera. The graphs represent three independent experiments (n = 3 for each group). Statistical significance was calculated by two-way ANOVA (F_3,12_ = 3.68, *p* = 0.043) followed up by Tukey’s *post hoc* test. *q = 4.474, df = 12, *p* = 0.036. **(C)** Representative immunocytochemistry images of Ki67 expression after 2 days of serum supplementation. **(D)** The number of cells positive for proliferation marker Ki67 was significantly lower when 20% aged rat serum was supplemented in ESC- (t = 3.710, df = 10, *p* = 0.004) and iPSC-derived myogenic progenitors (t = 7.642, df = 10, *p* < 0.001). **(E, F)** In contrast, immunocytochemistry for an apoptotic marker Caspase-3 showed the increased cell death in iPSC-derived progenitor cells (t = 2.992, df = 10, *p* = 0.014). The results represent three independent experiments. Scale bar = 50 µm in **(C, E)** n = 6 each, *: *p* < 0.05 in **(D, F)**.

To understand how the growth rate of spheres correlates with proliferation and cell death, we performed immunocytochemistry to detect the expression levels of a proliferation marker Ki67 and an apoptosis marker Caspase-3. After 2 days of rat sera supplementation, the dissociated cells from EZ spheres were plated on coverslips and fixed after a few hours. Our previous observations indicate that these acutely plated cells still remain as pre-differentiated progenitors in EZ spheres (Hosoyama et al., 2014; Jiwlawat et al., 2017). Ki67 expression was significantly lower in the cells treated with 20% aged rat sera when compared to the ones treated with 20% young adult rat sera (Figures 1C, D). Meanwhile, cells treated with aged rat sera significantly increased the expression of an apoptosis marker Caspase-3 (Figures 1E, F). Together, the supplementation of aged rat sera reduced the expansion rate of EZ sphere cells through reduced proliferation and increased apoptosis.

### 3.2 Aged rat sera reduced muscle differentiation capacity in hPSC-derived myogenic progenitors

We next determined whether the supplementation of aged rat sera would influence the ability of muscle differentiation and myotube formation from hPSC-derived myogenic progenitors. Dissociated EZ sphere cells were plated down on glass coverslips and then maintained in the serum-supplemented medium up to 14 days, which can induce terminal differentiation into myotubes. Four different conditions were tested for serum supplementation: 10% young adult rat sera, 20% young adult rat sera, 10% aged rat sera or 20% aged rat sera. Immunostaining for myosin heavy chain (MyHC) revealed that the myotubes differentiated from young adult rat sera-treated cells appeared longer, thicker, multinucleated, and highly fused (Figure 2A). Their myonuclei lined up along the major axis in a train-like orientation, while the myotubes displayed visible striated patterns when immunolabeled with a sarcomere protein, titin (Figure 2B).

**FIGURE 2:**
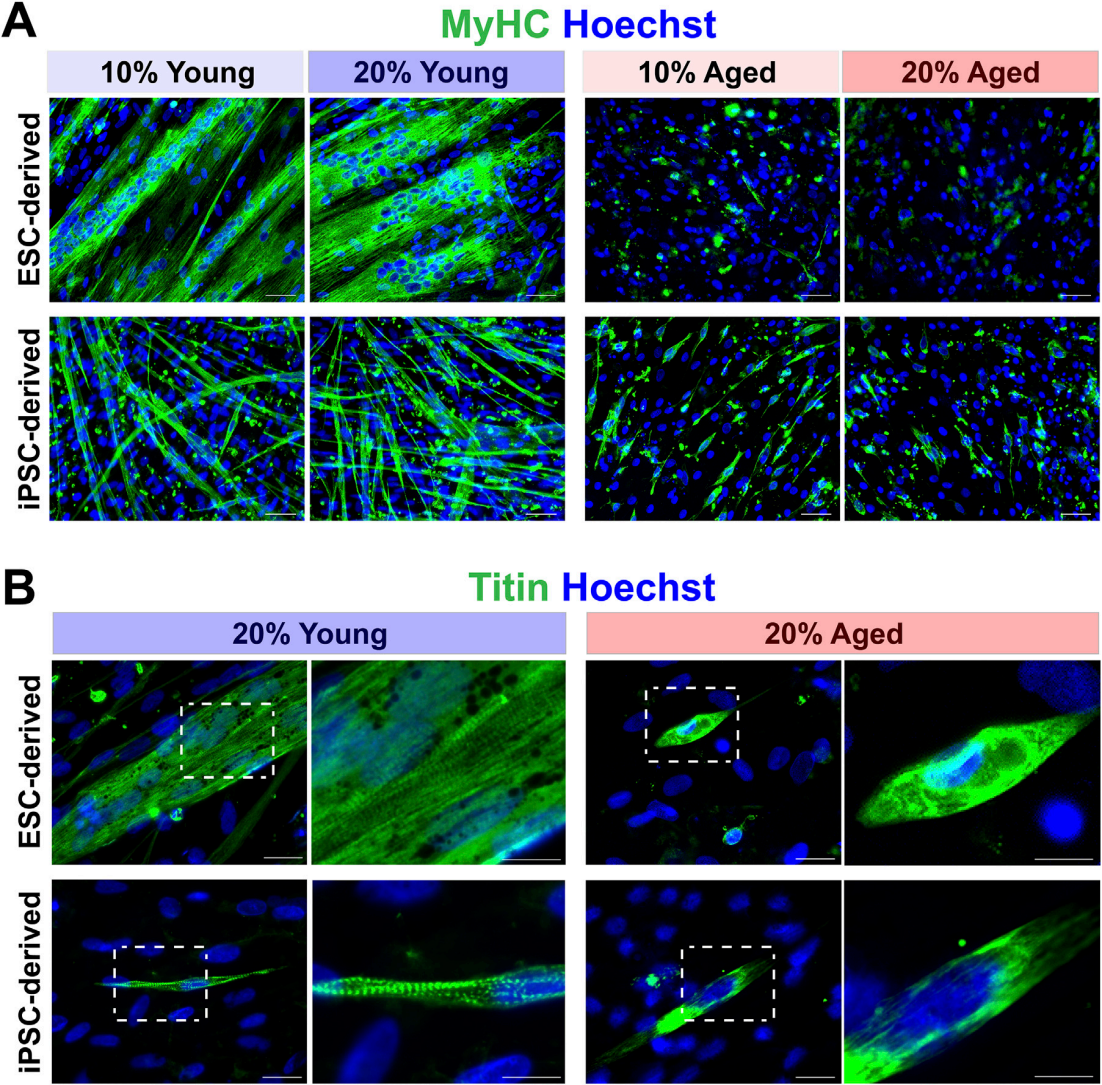
Effects of aged rat sera supplementation on myogenic differentiation capacity of hPSC-derived myogenic progenitors. **(A)** Representative images of immunolabeling with myosin heavy chain (MyHC). Cells supplemented with young rat sera formed long, thick, multinucleated MyHC^+^ myotubes. ESC-derived myogenic progenitors supplemented with aged rat sera barely formed any myotubes. Some short, single-nucleated myotubes were present in the of iPSC-derived differentiated cultures. Scale bar = 50 µm. **(B)** Striated patterns of sarcomere filament titin expression were clearly visible in myotubes formed by young rat sera-treated cells. In contrast, myotubes formed under aged rat sera supplementation contained undefined filaments with no sarcomere structure. Scale bar = 20 µm. Enlarged images scale bar = 10 µm.

We also characterized the degrees of myotube formation by quantifying different parameters (Figure 3). When compared to young adult rat sera, the supplementation of aged rat sera significantly reduced the proportion of MyHC^+^ cells (Figure 3A), the width of myotubes formed (Figure 3B), and the proportion of multinucleated myotubes with more than 3 nuclei (*p* < 0.01) (Figures 3C, D). These results indicated impaired myotube formation, fusion, and maturation by aged sera supplementation. Additionally, the total number of cells in the image field was reduced in the cultures of aged rat sera-treated cells on Day 7 and 14 (*p* < 0.05; Figure 3E).

**FIGURE 3:**
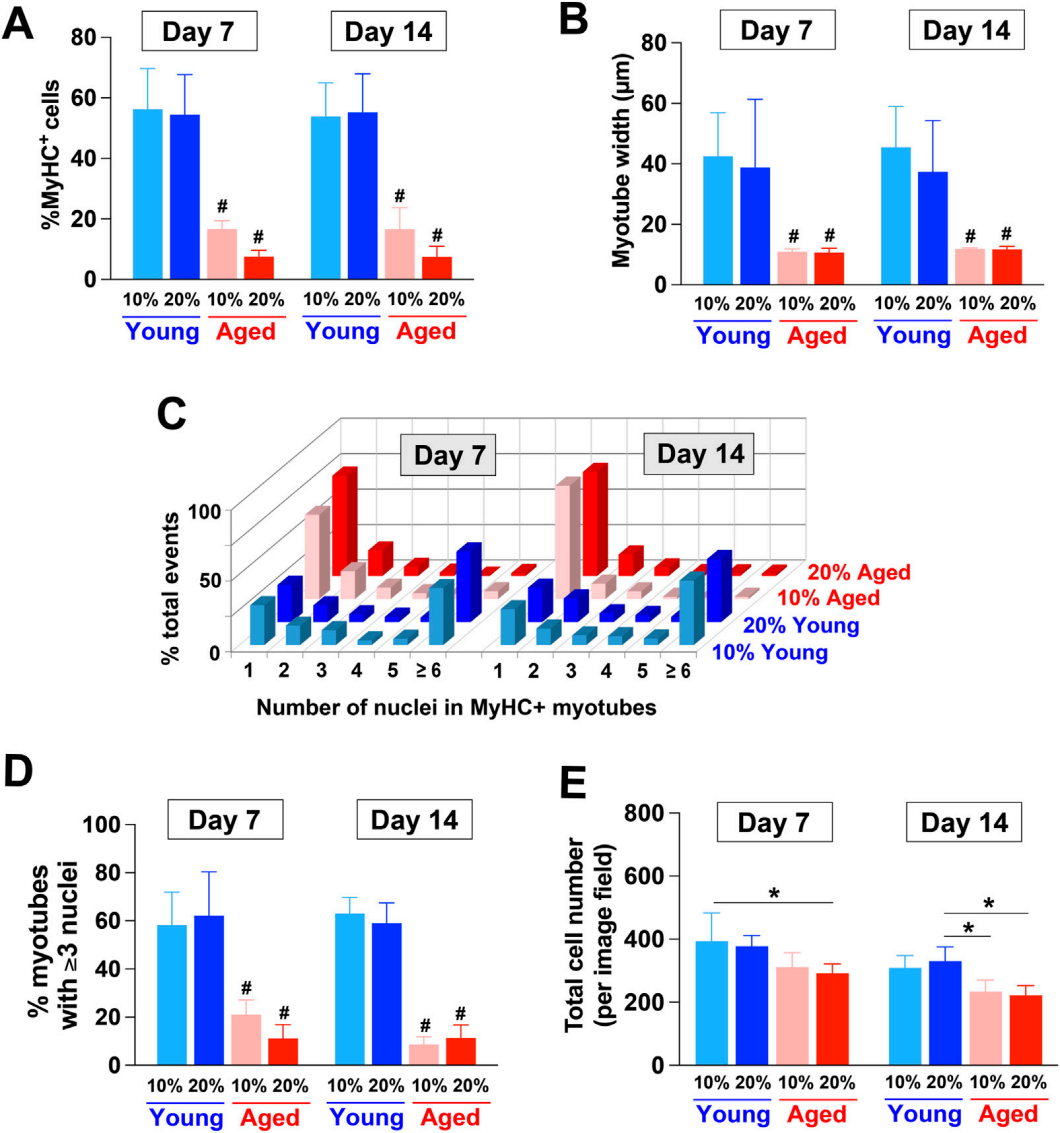
Quantitative characterization of myotubes formed by hPSC-derived myogenic progenitors supplemented with aged rat sera. **(A)** On Day 7 and 14, the supplementation of aged rat sera significantly reduced the proportion of MyHC^+^ cells when compared to young adult rat sera (2-way ANOVA, F_3,9_ = 9.743, *p* = 0.003). The width of formed myotubes (2-way ANOVA, F_3,9_ = 2.458, *p* = 0.129) **(B)** and the proportion of multinucleated myotubes with more than 3 nuclei **(C, D)** also showed similar trends (2-way ANOVA, F_3,9_ = 14.81, *p* < 0.001). **(E)** Additionally, the total number of cells was reduced in the cultures of aged rat sera-treated cells (2-way ANOVA, F_3,9_ = 3.801, *p* = 0.052). n = 4 for each group ^#^ *p* < 0.01 vs. young serum-treated groups *p < 0.05.

### 3.3 hPSC-derived myogenic progenitors supplemented with aged rat sera showed signs of cell cycle arrest upon induction to terminally differentiate

We further examined the expression of different markers to characterize myogenic stages, cell proliferation, and cell cycle. For this analysis, we used the cultures of hPSC-derived myogenic progenitors supplemented in 20% young adult or aged rat sera. Firstly, co-staining with PAX7 (muscle progenitors) and myogenin (MyoG, committed myocytes) was performed to identify the stage of myogenic cells (Jiwlawat et al., 2017). At 2 days after induction of terminal differentiation, the percentage of total myogenic cells (i.e., cells expressing PAX7, MyoG, or both) was not altered by the type of supplemented sera (Figure 4A). Similarly, the proportions of quiescent, activating and activated myogenic progenitors out of total cells (represented by cells expressing PAX7^+^/MyoG^−^, PAX7^+^/MyoG^+^ and PAX7^−^/MyoG^+^, respectively) did not differ between groups (Figure 4B). These results imply that the reduced myotube formation in aged rat sera-treated cells was not caused by changes in cell types in the cultures, as commitment to the myogenic lineage remained unchanged. Similarly, the proportions of cells expressing PAX7^+^/MyoG^−^, PAX7^+^/MyoG^+^ and PAX7^−^/MyoG^+^ out of total myogenic cells were also not significantly different between groups (Figure 4C), suggesting that aged rat sera supplementation did not affect the activation of myogenic progenitors during progression of terminal differentiation.

**FIGURE 4:**
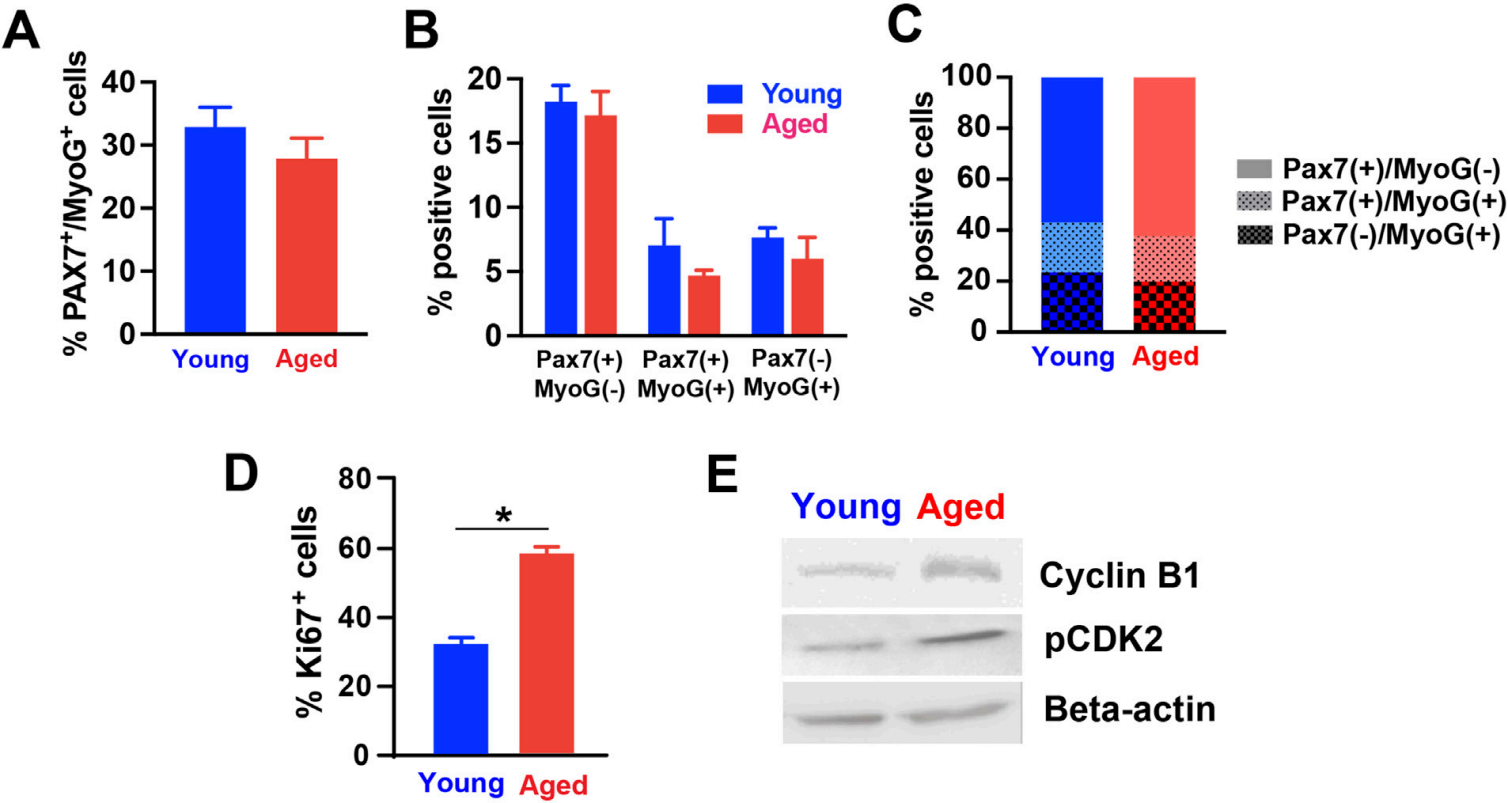
Expression levels of various markers in differentiated hPSC-derived myogenic progenitors treated with rat sera. The expression of Pax7 and Myogenin (MyoG) proteins were analyzed in the differentiated cells for 3 days with 20% young or aged rat sera. **(A)** The type of supplemented sera did not alter the percentage of total myogenic cells (expressing PAX7, MyoG, or both) (Student’s *t*-test, t = 1.115, df = 10, *p* = 0.291). There was no difference in the number **(B)** and proportions **(C)** of quiescent, activating and activated myogenic progenitors out of total cells (represented by cells expressing PAX7^+^/MyoG^−^, PAX7^+^/MyoG^+^ and PAX7^−^/MyoG^+^, respectively) (2-way ANOVA, F_1,30_ = 1.958, *p* = 0.172 for **(B)**; Student’s *t*-test, t < 0.001 df = 2, *p* > 0.999 for **(C)**. **(D)** On Day 7 of terminal differentiation, cells supplemented with aged rat sera showed an increased level of a cell proliferation marker Ki67 (t = 9.357, df = 10, *p* < 0.001; by unpaired two-tailed Student’s t-test). **(E)** Western blot analysis showed increased cyclin B1 and CDK 2 expression in hPSC-derived myogenic progenitors differentiated in 20% aged rat sera for 2 weeks. Beta-actin served as loading control. n = 6 for each group *p < 0.05.

We next determined how young adult and aged sera supplementation impacted cell proliferation and cell cycle. On Day 7 of terminal differentiation, cells supplemented with aged rat sera showed an increased level of a cell proliferation marker Ki67 (Figure 4D). This was an unexpected result when considering our earlier results in Figure 3E, because total cell number was reduced when aged rat sera were supplemented to the plated cells (Figure 3E). These observations led us to speculate the occurrence of aberrant cell cycle reentry or cell cycle arrest in aged rat sera-treated cells. To test this working hypothesis, we prepared protein lysates from sera-treated cells, performed Western blot, and determined the level of cell cycle markers cyclin B1 and CDK2. Both cyclin B1 and CDK2 proteins were detected more in the cells supplemented with aged sera when compared to young sera supplementation (Figure 4E).

### 3.4 Young adult rat sera could rescue the inhibitory effects of aged rat sera during terminal differentiation of hPSC-derived myogenic progenitors

We next determined whether young adult rat sera could rescue the inhibitory effects of aged rat sera on myotube formation and maturation in hPSC-derived myogenic progenitors. Plated cells were first differentiated for 2 weeks in one of the following: 1) terminal differentiation medium (TDM; DMEM with 2% B27 serum-free supplement) as a control, 2) TDM additionally supplemented with 20% young adult rat sera, or 3) TDM supplemented with 20% aged rat sera. The cells were then cultured in new TDM with either 20% young adult rat sera or 20% aged rat sera for another week (Figure 5). Immunocytochemical analysis showed that 1-week exposure to young adult rat sera was able to rescue myotube-forming ability in the cells differentiated in aged sera-supplemented medium for 2 weeks (Figure 5C), whereas cells differentiated in aged rat sera for 3 weeks barely formed any myotubes (Figure 5F). Of note, regardless of the initial treatment type in the first 2 weeks, young adult sera supplementation in the final week commonly yielded the greater number of myotubes (Figures 5A–C), whereas the cells supplemented with aged rat sera in the final week had diminished myotube formation (Figures 5D–F). Specifically, the cells treated aged rat sera for the first 2 weeks increased the number of myotubes after being administered young rat sera for a subsequent week (Figure 5C). On the other hand, the administration of aged rat sera for 3 continuous weeks showed the lowest degree of myotube formation (Figure 5F). Image quantification also confirmed that the number of MyHC^+^ cells was significantly higher in cultures treated with young adult rat sera in the final week when compared to their counterparts treated with aged rat sera (*p* < 0.05; Figure 5G). These results indicate that supplementing hPSC-derived myogenic progenitors with young adult rat sera could revert detrimental effects of treatment with aged rat sera on myotube formation.

**FIGURE 5:**
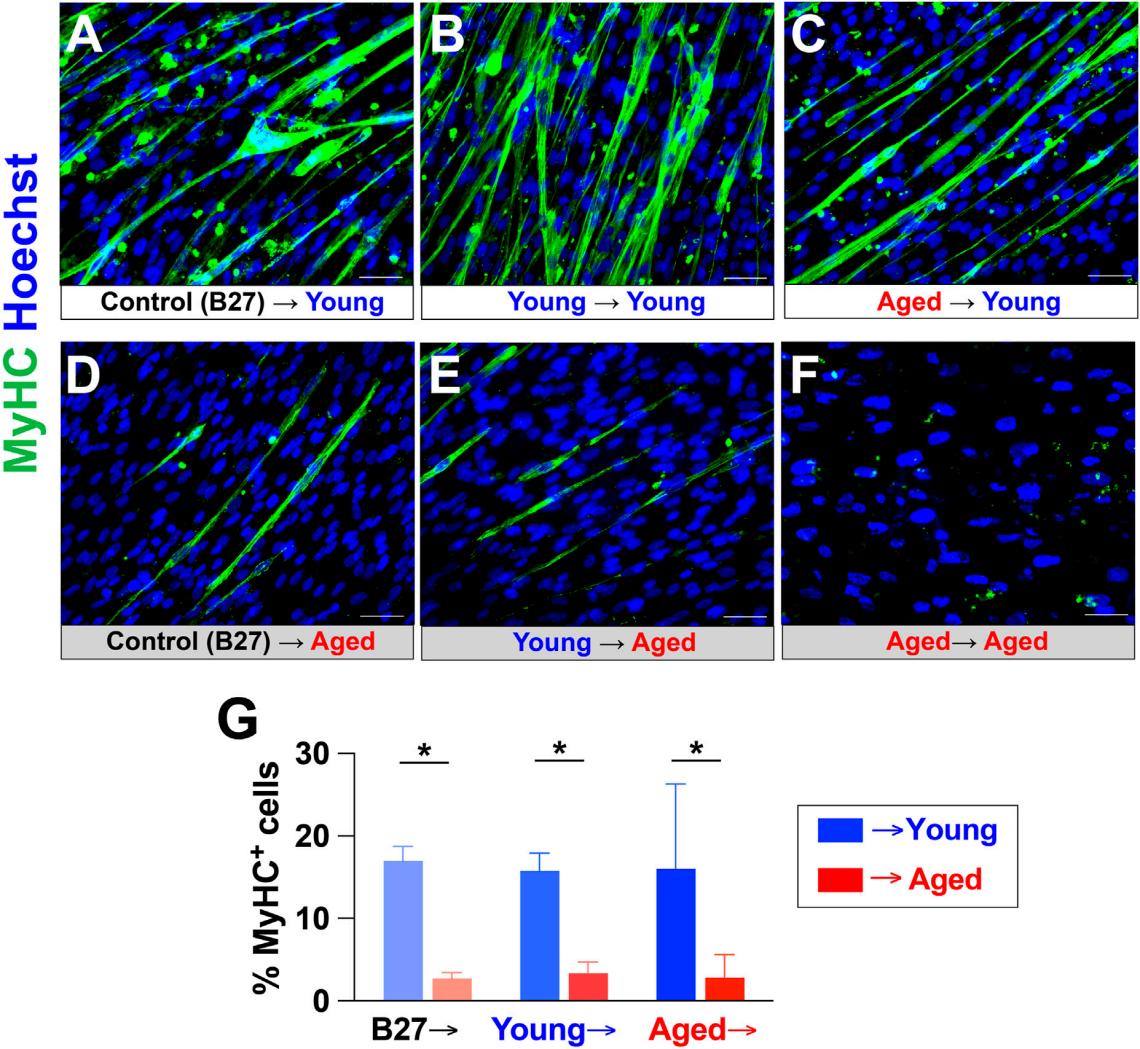
Young rat sera supplementation rescued the inhibitory effects of aged rat sera supplementation on myotube-forming ability of hPSC-derived myogenic progenitors. Myogenic progenitors were prepared as EZ spheres and plated on glass coverslips. The plated cells were first maintained for 2 weeks in 2% B27 supplement (control), 20% young rat sera, or 20% aged rat sera. The cultures were then switched to medium supplemented with either young or aged rat sera. MyHC immunocytochemistry revealed that young rat sera supplementation at the end of the 3-week culture increased myotube formation **(A–C)**, whereas aged rat sera supplementation in the final week yielded a low number of myotubes **(D–F)**. Notably, cells cultured in aged rat sera for 2 weeks were able to regain myotube-forming ability after being switched to treatment with young rat sera for 1 week **(C)**. In contrast, myotube formation and survival (as implied by reduced cell density) were vastly reduced in cells cultured in aged rat sera for 3 continuous weeks **(F)**. **(G)** Quantification of MyHC^+^ cells corresponding to Figure 4B. Error bars represent SEM from three independent experiments. Statistical significance was calculated by two-way ANOVA (F_1,14_ = 14.99, *p* = 0.002) followed by Tukey’s *post hoc* test *p < 0.05.

### 3.5 Profiling initial transcriptomic response of hPSC-derived myogenic progenitors exposed to young and aged serum

We sought to identify early transcriptomic alterations in hPSC-derived myogenic progenitors treated with aged serum, young serum, and serum-free medium for 48 h. 

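The RNA came from plated EZ sphere cells of the ESC line WA09 (H9) and the iPSC line IMR-90, 2 established human lines. EZ spheres are free-floating aggregates of expanded progenitors. For 48 h the cells had serum of young adult rats aged 6 to 9 months, serum of aged rats aged 30 to 32 months, or no serum. Sera were pooled from 6 rats per pool, and the paper's text does not name the serum percentage for the RNA samples. The deposited labels name the expansion medium as the base of every sample. BRB-seq gives the RNA of each sample its own barcode and each molecule its own tag (UMI) at reverse transcription, so that samples are sequenced as a mix and each molecule is counted 1 time from its 3' end. Each line and serum condition has 2 libraries, which makes 6 per line and 12 in all. The 6 libraries of a line formed 1 sequencing mix, so line and mix cannot be told apart, and every serum effect was taken within a mix. The authors deposited the UMI counts per gene and library without normalization, from reads aligned to GRCh38 with HISAT2 2.2.1 and assigned to genes with featureCounts 2.0.6. In ESC-derived cells the libraries held 823486 to 1125438 counts without serum, 1021925 to 1327013 with young serum and 783502 to 1083172 with aged serum. In iPSC-derived cells the totals were 772087 to 874925, 1098847 to 1117552 and 929197 to 941883. After genes with low counts were removed, 10485 genes were tested in ESC-derived and 9571 in iPSC-derived cells, with edgeR's quasi-likelihood test on library sizes scaled by TMM and Benjamini-Hochberg adjustment. Levels are in CPM, edgeR's counts scaled to a common library size, and fold changes are on the log2 scale. As in the paper, a DEG has an adjusted p under 0.1 and a log2 fold change over 1 in either direction, while a gene "rose" or "fell" where its adjusted p alone was under 0.1. The spread between the libraries of a group was 1.08 to 1.28 times the sampling noise of counts. Repeats of an experiment had different serum pools in the paper, which does not say whether this holds for the 2 RNA libraries of a group. Neither the labels nor the text say whether these 2 libraries came from separate cultures. Every p therefore measures the spread between the libraries, which may be technical in part. For edgeR this spread was pooled across genes, with prior degrees of freedom of 49.19 in ESC-derived and 66.55 in iPSC-derived cells. A gene can thus pass even where its own 2 libraries of a group differ widely. The gene lists were written from textbook knowledge before the data were examined, and they are not the GO terms of the paper.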

Due to the limited availability of rat serum samples, BRB-seq was conducted with 2 replicates in each group from both iPSC and ESC-derived myogenic progenitors. PCA and sample clustering analysis using variant transformed stabilized gene counts shows clustering of replicates (Supplementary Figures S1A–D). 

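Serum set the libraries apart in both lines, while young and aged serum lay closer together. Over the 500 genes with the highest variance, the first principal component held 83.7% of the variance in ESC-derived and 88.8% in iPSC-derived cells. On it, both ESC serum-free libraries lay at -27.44 and -27.7 and the 4 serum libraries between 12.62 and 14.5. The iPSC serum-free libraries lay at -30.11 and -30.27, and their 4 serum libraries between 14.16 and 15.94. The second component (3.35% of the variance) split the sera in iPSC-derived cells, with young serum libraries at 5.43 and 4.77 and aged ones at -4.87 and -5.05, and in ESC-derived cells (5.83%) young serum libraries lay at 4.60 and 2.53 and aged ones at 3.65 and -10.8. In ESC-derived cells, serum and serum-free libraries were 42.96 log2 CPM units apart on average (41.7 to 43.6 over 8 pairs). Aged and young serum libraries were 15.3 apart (13.9 to 16.7, 4 pairs), and replicates 14.5 apart (12.8 to 16.8, 3 pairs), so these 2 ranges overlap. In iPSC-derived cells the means were 46.5, 13.5 and 12.7, and the aged to young distances (13.3 to 13.6) all exceeded those between replicates (11.9 to 13.2). The nearest library was the own replicate for 4 of 6 ESC and 6 of 6 iPSC libraries. With all genes kept by the filter it was 5 of 6 in each line, and with the variance-stabilizing transformation of DESeq2 5 of 6 and 6 of 6.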

ESC-derived myogenic progenitors had 343 total DEGs (157 upregulated; 186 downregulated) and 488 total DEGs (244 upregulated; 244 downregulated) for aged-serum and young-serum, respectively (Figures 6A, B). 

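In ESC-derived progenitors TFPI2, GAL, IL11 and LOX rose under both sera, and DHRS3, RARB, LIN28A and MYOG fell. TFPI2, a secreted protease inhibitor (chromosome 7, 93885396 to 93890753 in GRCh38), went from 6.12 ± 2.20 CPM without serum to 202 ± 37.2 with aged and 251 ± 13.8 with young serum (SD, n = 2). Its log2 fold change was 5.05 (standard error 0.26, adjusted p = 7.34e-23) under aged serum and 5.39 (standard error 0.24, adjusted p = 1.19e-25) under young serum by edgeR's quasi-likelihood test. GAL, which encodes the neuropeptide galanin, rose from 8.13 ± 1.16 to 242 ± 19.8 and 272 ± 26.3 CPM (SD, n = 2), aged serum given before young here and below. The cytokine gene IL11 had log2 fold changes of 4.16 (adjusted p = 5.86e-15) and 5.01 (adjusted p = 3.27e-21) by edgeR. LOX, a collagen crosslinking enzyme, reached 85.8 ± 3.41 and 111 ± 1.90 CPM from 6.76 ± 5.95 (SD, n = 2). DHRS3 and RARB, which handle and sense retinoic acid, had log2 fold changes of -3.67 and -2.90 under aged serum and -4.04 and -2.66 under young serum. LIN28A, an RNA-binding protein of immature cells, had log2 fold changes of -2.95 (standard error 0.14, adjusted p = 8.7e-24) and -2.67 (standard error 0.13, adjusted p = 6.29e-24) from edgeR's test. MYOG, a transcription factor of muscle differentiation, fell from 57.8 ± 10.6 to 17.4 ± 3.36 and 17.1 ± 1.81 CPM (SD, n = 2). In all, 794 genes were DEGs under aged serum (348 higher, 446 lower) and 896 under young serum (411 higher, 485 lower). With DESeq2 on the 4 libraries of a comparison the counts were 291 and 401, on all 6 libraries 350 and 437, and with at least 10 counts asked of every library 333 and 413.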

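In iPSC-derived progenitors CXCL8, MT2A, HMOX1 and TFPI2 rose under both sera, and DHRS3, ALDH1A1, FNDC5 and MYOG fell. CXCL8, a neutrophil-attracting chemokine (chromosome 4, 73740519 to 73743716 in GRCh38), rose from 6.73 ± 0.289 to 538 ± 29.98 CPM with aged and 325 ± 17.7 with young serum (SD, n = 2). Its log2 fold changes were 6.29 (standard error 0.20, adjusted p = 1.51e-39) and 5.56 (standard error 0.22, adjusted p = 1.7e-33) by edgeR's quasi-likelihood test, aged serum given before young in each pair. MT2A, a metal-binding metallothionein, rose by 4.84 (standard error 0.25, adjusted p = 3.77e-27) and 3.97 (standard error 0.28, adjusted p = 7.38e-20) in the same test. HMOX1, the heme-degrading enzyme induced by oxidative stress, went from 5.496 ± 0.394 to 116 ± 4.42 and 95.9 ± 0.794 CPM (SD, n = 2). TFPI2 rose from 25.5 ± 8.25 to 687 ± 15.2 and 408 ± 5.10 CPM (SD, n = 2). TNFRSF11B, a decoy receptor of bone turnover, had log2 fold changes of 4.02 and 3.49. DHRS3 fell from 838 ± 30.4 to 52.6 ± 6.94 and 47.03 ± 4.30 CPM (SD, n = 2), and ALDH1A1, which makes retinoic acid, had log2 fold changes of -3.67 and -3.30. FNDC5, the precursor of the muscle hormone irisin (chromosome 1, 32862268 to 32872482), had log2 fold changes of -3.58 (standard error 0.26, adjusted p = 1.23e-19) and -3.90 (standard error 0.26, adjusted p = 1.78e-21) in edgeR's test. MYOG was at 30.7 ± 12.1 CPM without serum, 9.32 ± 0.918 with aged and 7.37 ± 1.24 with young serum (SD, n = 2), log2 fold changes of -1.73 (adjusted p = 0.000206) and -2.06 (adjusted p = 1.28e-05) by edgeR, and with DESeq2 on 4 libraries the adjusted p under aged serum was 0.131. The DEGs numbered 1346 under aged serum (636 higher, 710 lower) and 1223 under young serum (616 higher, 607 lower). DESeq2 on the 4 libraries of a comparison gave 628 and 800, DESeq2 on all 6 libraries 762 and 692, and a minimum of 10 counts in every library 632 and 548.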

There were 738 total differentially expressed genes (DEGs) for aged-serum iPSC-derived myogenic progenitors (402 upregulated; 336 downregulated) and 701 for young-serum iPSC-derived myogenic progenitors (391 upregulated; 310 downregulated) (Supplementary Figures S2A, B). The differential gene expression data is included in Supplementary Table S1. The DEGs were largely overlapped throughout the progenitors from young and aged-serum supplemented iPSC and ESC-derived myogenic progenitors. 

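Part of the serum response was common to both lines, and part went in opposite directions. Among the 8841 genes tested in both lines, aged serum gave 530 DEGs in ESC-derived and 1072 in iPSC-derived cells. Of these, 126 were higher in both (17.1 expected by chance), 95 lower in both (14.96 expected) and 20 opposite (32.1 expected). Young serum gave 122 higher in both (18.9 expected), 90 lower in both (13.3 expected) and 22 opposite (31.8 expected), from 589 and 961 DEGs. Across genes, which are not independent replicates, Pearson's r between the lines was 0.42 for aged and 0.46 for young serum (Spearman's rho 0.37 and 0.44). ID3, a target of BMP signalling that blocks differentiation factors, rose from 209.8 ± 10.9 to 687 ± 7.39 CPM with aged serum in ESC-derived cells and fell from 574 ± 4.39 to 194 ± 11.7 in iPSC-derived cells (SD, n = 2). The difference between the lines in its log2 fold change (iPSC minus ESC) was -3.24 with aged serum (standard error 0.14, adjusted p = 7.04e-39 from edgeR's interaction test). LIMCH1, which binds actin and myosin, differed the same way by -3.34, and AKAP12, a scaffold of signalling proteins, by -2.32. HMGA1, a chromatin protein of proliferating cells, rose in iPSC-derived cells with a log2 fold change of 2.84 against -0.11 in ESC-derived cells. The interaction test called 863 of 11188 genes for aged serum (447 with the higher log2 fold change in iPSC-derived cells) and 812 for young serum (397), and DESeq2 on the 12 libraries called 370 and 359.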

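Most DEGs of either serum were DEGs of the other serum, in the same direction. In ESC-derived cells 592 genes were shared, 280 higher and 312 lower, which is 74.6% of the aged serum and 66.1% of the young serum DEGs. In iPSC-derived cells 953 genes were shared, 493 higher and 460 lower, or 70.8% and 77.9% of the lists. Each line's own numbers of DEGs per direction would give 34.3 and 85.96 shared genes by chance, were the 2 lists independent. They are not fully so, as both rest on the same serum-free libraries. CD44, a receptor for hyaluronan, was among the shared genes in ESC-derived cells, at 2.01 ± 1.03 CPM without serum, 33.05 ± 1.68 with aged and 36.5 ± 1.64 with young serum (SD, n = 2). STOML3, a membrane protein of sensory cells, fell from 64.8 ± 24.7 to 5.17 ± 2.005 and 2.95 ± 0.0781 CPM in the same cells (SD, n = 2). In iPSC-derived cells GREM1, a secreted antagonist of BMPs, rose from 15.5 ± 3.93 to 245 ± 15.4 and 231 ± 50.8 CPM (SD, n = 2). The DEGs of a single serum in ESC-derived cells numbered 202 for aged and 304 for young serum, and 9 and 14 of them had an adjusted p under 0.1 between the sera by edgeR's test. In iPSC-derived cells 6 of 393 and 3 of 270 did. Across genes, Pearson's r between the log2 fold changes of the 2 sera was 0.88 in ESC-derived and 0.92 in iPSC-derived cells. Both sera were compared with the same 2 serum-free libraries, and part of this correlation may come from them. Simulated groups without any change gave r of 0.52 and 0.56 from those shared controls alone. The simulated groups shared 0 DEGs in either line. With no changed gene there were hardly any DEGs to share, so this 0 cannot tell whether the shared controls raised the real overlap. The covariance exceeded the simulated one by 0.34 and 0.5037. DESeq2 on the 4 libraries of a comparison gave 255 and 499 shared genes, and at least 10 counts in every library gave 250 and 422.

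**Figure D1:**
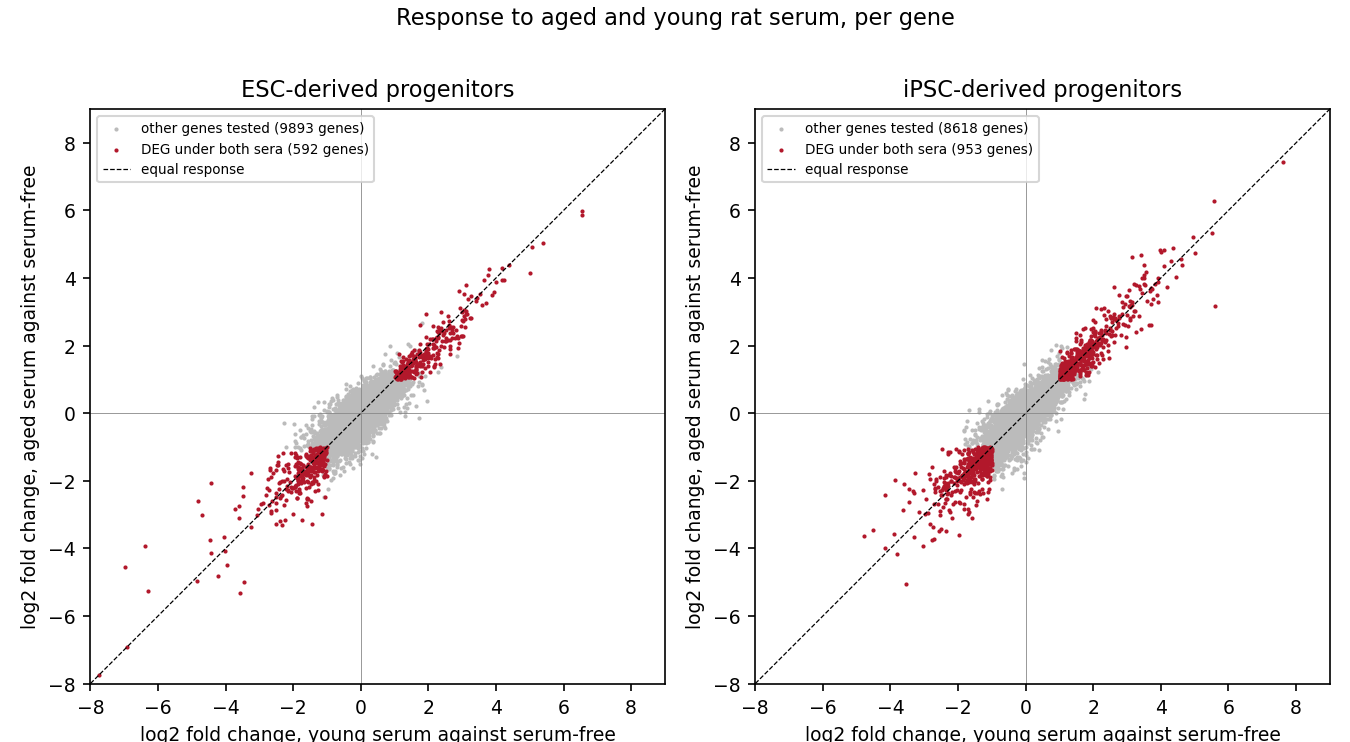
Log2 fold change against serum-free of every gene tested, with young serum on the x axis and aged serum on the y axis, in ESC-derived (left) and iPSC-derived cells (right). Red points are the 592 and 953 genes that were DEGs under both sera, grey points the other genes, and the dashed line marks an equal response.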

When compared to controls, 299 of the DEGs overlapped for aged and young-serum supplemented ESC-derived myogenic progenitors and 536 DEGs overlapped for iPSC-derived myogenic progenitors (Figure 6C; Supplementary Figures S2C). 

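Few genes passed both thresholds between aged and young serum, 10 in ESC-derived cells (3 higher and 7 lower under aged serum) and 4 in iPSC-derived cells (1 higher and 3 lower). Genes for linker histones, which bind the DNA between nucleosomes, were among them, but none was called in both lines. H1-4 and H1-2 were called in ESC-derived cells, H1-2 with a log2 fold change of -1.12 (adjusted p = 0.00162 by edgeR). Young serum replicate 2, at 461.5 CPM of H1-2 against 179.5 in replicate 1, carried most of that difference. Without it the log2 fold change of H1-2 was -0.25. In iPSC-derived cells H1-4 had 0.37 (adjusted p = 0.897) and H1-2 0.06 (adjusted p = 0.978) by edgeR. H1-5 and H1-3 were called in iPSC-derived cells. In ESC-derived cells H1-5 had -0.19 (adjusted p = 0.888) and H1-3 -0.69 (adjusted p = 0.183) by edgeR. Both genes thus had negative values in both lines, but neither passed in ESC-derived cells. H1-4 (chromosome 6, 26156329 to 26157115 in GRCh38) was at 99.3 ± 62.6 CPM with young serum and 29.1 ± 5.39 with aged serum (SD, n = 2) in ESC-derived cells, a log2 fold change of -1.86 (standard error 0.26, adjusted p = 4.43e-05) from edgeR's quasi-likelihood test. Young serum replicate 2, at 143.6 CPM against 55.02 in replicate 1, carried part of this difference. Without that library the log2 fold change of H1-4 was -0.95, which falls short of the DEG limit of 1. NDC80, a kinetochore protein of mitosis, was at 51.03 ± 10.7 CPM with young serum and 23.01 ± 4.71 with aged serum (SD, n = 2), and S1PR1, a receptor of the lipid sphingosine-1-phosphate, at 11.3 ± 0.995 CPM with young serum and 28.4 ± 0.989 with aged serum (SD, n = 2). These 2 genes were chosen after their values were seen, as was TNS3, a focal adhesion protein, with a log2 fold change of -1.76 (standard error 0.48, adjusted p = 0.0644) by edgeR. Single libraries end these calls by edgeR: the adjusted p was 0.281 without young serum replicate 2 and 0.275 without aged serum replicate 1 for NDC80, 0.103 without young serum replicate 1, 0.184 without young serum replicate 2, 0.285 without aged serum replicate 1 and 0.146 without aged serum replicate 2 for S1PR1, and 0.289 without young serum replicate 1, 0.12 without young serum replicate 2, 0.428 without aged serum replicate 1 and 0.322 without aged serum replicate 2 for TNS3, while the log2 fold changes in these fits were -0.95 to -0.97, 1.24 to 1.41 and -1.51 to -2.01, against -1.20, 1.31 and -1.76 with all libraries. The 4 iPSC genes, chosen the same way, were H1-5, H1-3, WNT2B and MT1E. H1-5 was at 36.3 ± 32.9 CPM with young serum and 6.59 ± 1.65 with aged serum (SD, n = 2), and its log2 fold change of -2.44 (adjusted p = 0.000681) became -0.96 (adjusted p = 0.814) without young serum replicate 2 by edgeR. H1-3 had a log2 fold change of -1.03 (adjusted p = 0.0628) and WNT2B, a secreted WNT ligand, of -1.53 (adjusted p = 0.0628) by edgeR. MT1E, a metallothionein, was at 14.3 ± 0.770 CPM with young serum and 34.5 ± 3.35 with aged serum (SD, n = 2). The call ended for H1-3 (adjusted p of 0.113 without serum-free replicate 2, 0.667 without young serum replicate 1, 0.19 without aged serum replicate 1 and 0.231 without aged serum replicate 2), WNT2B (0.11 without serum-free replicate 2, 0.297 without young serum replicate 1, 0.166 without young serum replicate 2 and 0.601 without aged serum replicate 2) and MT1E (0.294 without young serum replicate 1, 0.25 without young serum replicate 2 and 0.419 without aged serum replicate 2) by edgeR, and on the 4 libraries of the comparison edgeR gave adjusted p = 0.162 for H1-3 and 0.149 for WNT2B, while without those single libraries the log2 fold changes were -0.70 to -1.07, -1.10 to -1.54 and 1.17 to 1.32. Linker histone genes resemble each other in sequence, as metallothionein genes do, so reads may be shared within each family. By adjusted p alone 123 and 36 genes differed, and 1116 and 784 had an unadjusted p under 0.05. Of these counts by edgeR's adjusted p, the ESC one became 28 without aged serum replicate 2, 37 without young serum replicate 2 and 53 without aged serum replicate 1, and the iPSC one 59 without aged serum replicate 1, 20 without young serum replicate 1 and 22 without aged serum replicate 2. DESeq2 on 4 libraries called 0 DEGs in either line, with 282 and 66 genes at an unadjusted p under 0.05 and 77 and 5 by adjusted p alone, while DESeq2 on 6 libraries called 0 with 203 and 103. In ESC-derived cells DESeq2 gave an adjusted p to 1558 of the 22448 genes with a p on 4 libraries and to 1204 of 24068 on 6 libraries, and in iPSC-derived cells to all 19915 and 21505, so H1-4, NDC80, S1PR1 and TNS3 had none on 4 libraries. Leaving out libraries moved the edgeR counts to 29 (without young serum replicate 1) and 6 (without young serum replicate 2) in ESC-derived cells, and to 2 (without serum-free replicate 2), 2 (without young serum replicate 1) and 13 (without aged serum replicate 1) in iPSC-derived cells, while library sizes alone as the scaling gave 2 higher and 11 lower in ESC-derived cells.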

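Other genes with a small p between the sera changed by less than the DEG limit. In ESC-derived cells GJA1, a gap junction protein, was at 224 ± 25.7 CPM with young and 127 ± 7.77 with aged serum (SD, n = 2), a log2 fold change of -0.82 (standard error 0.13, adjusted p = 0.000147) by edgeR's quasi-likelihood test. PALLD, an actin crosslinking protein, fell from 367 ± 25.01 to 244 ± 3.88 CPM (SD, n = 2), and ARRDC3, an arrestin-like regulator of receptors, had a log2 fold change of 0.83 (adjusted p = 0.000613) by edgeR. MT-CO2, a mitochondrial subunit of the respiratory chain, had a log2 fold change of 0.49 (standard error 0.08, adjusted p = 0.000505) in this test, and 0.41 (adjusted p = 0.106) without young serum replicate 2. In iPSC-derived cells TFPI2 was higher with aged serum by 0.75 (standard error 0.08, adjusted p = 1.39e-09) on the log2 scale and CXCL8 by 0.73 (standard error 0.09, adjusted p = 2.93e-08), from edgeR. TIMP3, an inhibitor of matrix proteases, was at 1234 ± 44.5 CPM with young and 1682 ± 67.7 with aged serum (SD, n = 2). KCNQ1OT1, a nuclear noncoding RNA of an imprinted locus, had a log2 fold change of -0.89 (adjusted p = 5.01e-07), and MT2A of 0.87 (adjusted p = 4.22e-06), by edgeR; DESeq2 on 4 libraries gave MT2A an adjusted p of 0.204. Of 78 cytosolic ribosomal protein genes in ESC-derived cells, 14 were higher with aged than with young serum and 64 did not pass the test (53 higher when adjusted over the list alone, and 28 higher by DESeq2 on 4 libraries). RPL22, which encodes a protein of the large subunit, had a log2 fold change of 0.36 (adjusted p = 0.0725) from edgeR, an adjusted p that became 0.205 without young serum replicate 1, 0.423 without young serum replicate 2, 0.348 without aged serum replicate 1 and 0.313 without aged serum replicate 2, and 0.224 in DESeq2 on 4 libraries. For the ribosomal list as a whole limma's camera gave adjusted p = 1.19e-46, and adjusted p = 0.228 with an estimated correlation. Library measures moved with this list: mitochondrial genes held 3.93% and 4.00% of the counts in the aged and 3.36% and 3.03% in the young serum libraries of ESC-derived cells, and the 50 genes with the most counts held 13.9% and 14.6% against 12.1% and 12.2%.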

A direct comparison between young and aged-serum revealed no DEGs for both iPSC and ESC-derived myogenic progenitors with a |log2foldchange| < 1. Notably, genes previously identified as being involved in skeletal muscle aging processes, such as *FOXO3*, *LDHA*, and *HBEGF* for ESC-derived myogenic progenitors (Nakata et al., 1996; Washington et al., 2014; Jing et al., 2023) and *AKR1B* for iPSC-derived myogenic progenitors (Sataranatarajan et al., 2020), had an adjusted *p*-value less than 0.05 but |log2foldchange| < 1 (Supplementary Table S1).

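In ESC-derived cells FOXO3, a transcription factor of stress resistance and protein turnover, was at 21.8 ± 0.131 CPM without serum, 14.5 ± 2.82 with young and 16.99 ± 0.177 with aged serum (SD, n = 2). The gene (ENSG00000118689) lies on chromosome 6, 108559835 to 108684774 in GRCh38. Its log2 fold change between aged and young serum was 0.20 (standard error 0.36, adjusted p = 0.909) by edgeR's quasi-likelihood test, at 13 to 22 counts per serum library. LDHA, the lactate dehydrogenase of glycolysis (ENSG00000134333, chromosome 11, 18394560 to 18408425), was at 171 ± 2.73 CPM without serum, 292 ± 23.9 with young and 268 ± 15.2 with aged serum (SD, n = 2). Between aged and young serum it differed by -0.13 (standard error 0.10, adjusted p = 0.717) on the log2 scale in edgeR's test. HBEGF, a growth factor that binds the EGF receptor (ENSG00000113070, chromosome 5, 140332843 to 140346603), rose with both sera, from 6.85 ± 0.647 to 67.8 ± 3.01 CPM with young and 50.04 ± 1.85 with aged serum (SD, n = 2). Its aged to young difference was -0.45 (standard error 0.19, adjusted p = 0.338) by edgeR. In iPSC-derived cells AKR1B1, the aldose reductase that turns glucose into sorbitol (ENSG00000085662, chromosome 7, 134442356 to 134459284), was at 138 ± 11.01 CPM without serum, 233 ± 5.19 with young and 364 ± 0.944 with aged serum (SD, n = 2). With aged serum it was higher than with young serum by 0.64 (standard error 0.10, adjusted p = 1.13e-05) on the log2 scale in edgeR's test, and both aged serum libraries lay above both young serum libraries. With DESeq2 on 4 libraries the adjusted p was 0.204 at a log2 fold change of 0.65. In ESC-derived cells AKR1B1 differed by -0.05 (standard error 0.12, adjusted p = 0.928) by edgeR. Its paralog AKR1B10 had 0 or 1 counts per library, too few to test, and AKR1B15 is not among the genes of the count table. In the part held of Supplementary Table S1 (iPSC-derived cells, the first 1999 of 12121 genes for young serum, 1999 of 11896 for aged serum and 1000 of 11924 between the sera), the name FOXO3B stands beside the identifier of FTL, a ferritin subunit, and the name LDHA beside that of MXD1, a partner of MAX. In ESC-derived cells FTL was higher with aged than with young serum by 0.37 (adjusted p = 0.00852) on the log2 scale, and MXD1 differed by -0.49 (adjusted p = 0.799), both by edgeR, and for FTL the adjusted p was 0.155 without young serum replicate 2 and 0.125 without aged serum replicate 2.

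**Figure D2:**
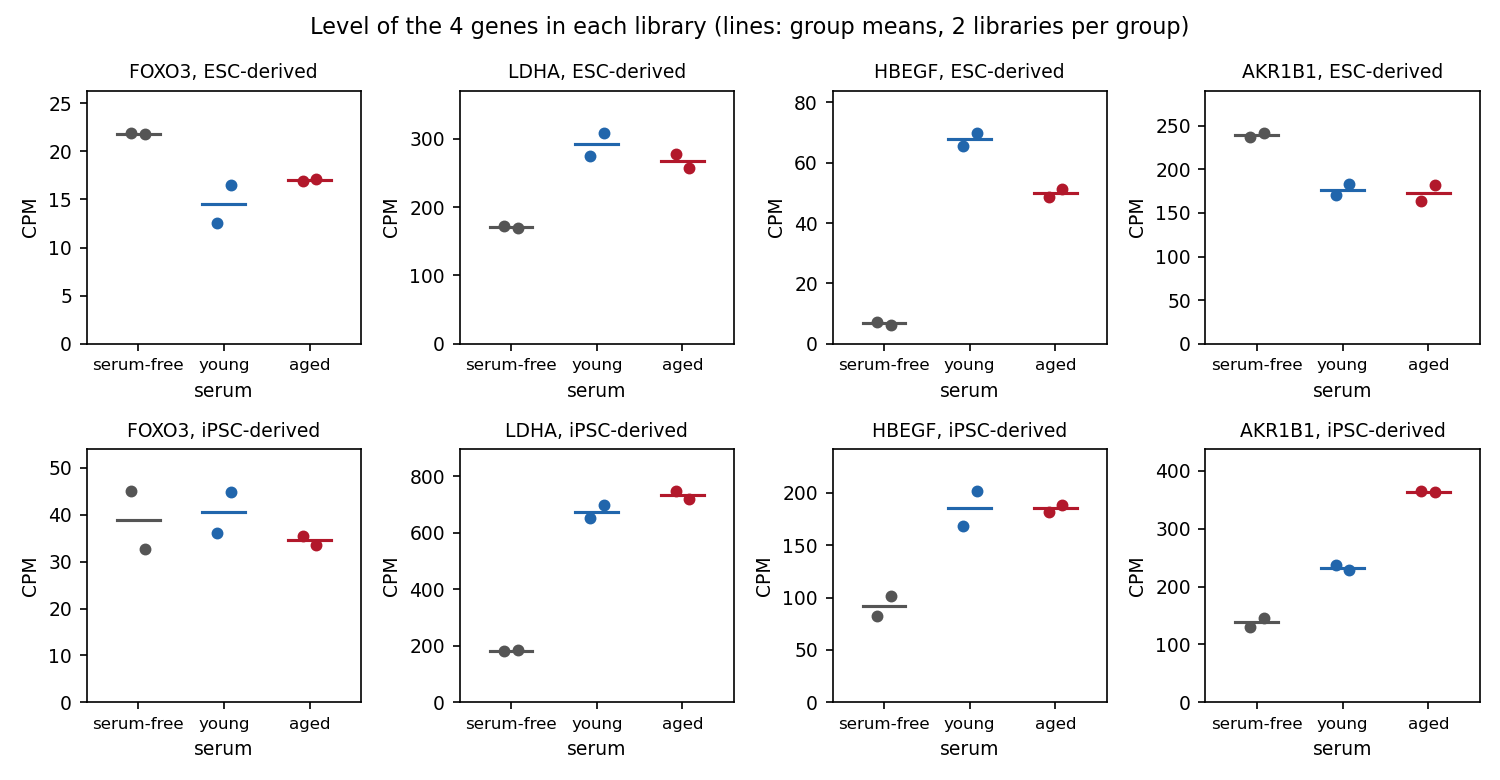
Level in CPM of FOXO3, LDHA, HBEGF and AKR1B1 in each library of ESC-derived and iPSC-derived cells without serum, with young serum and with aged serum. Points are libraries and lines are the means of 2; the iPSC means of AKR1B1 are 138, 233 and 364 CPM.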

**FIGURE 6:**
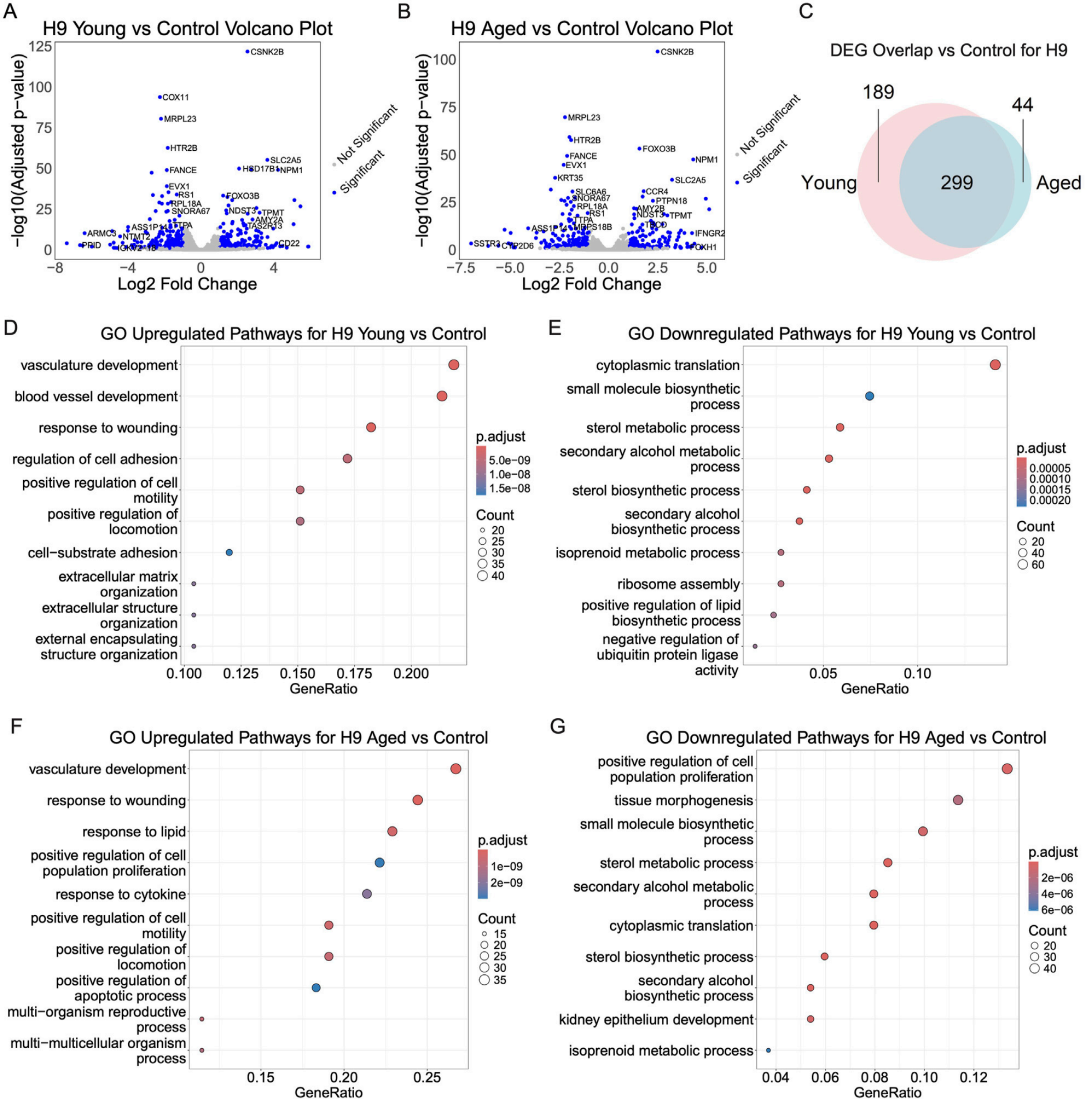
Transcriptomic changes of ESC-derived myogenic progenitors upon supplementation with aged, young, or no serum. To investigate transcriptomic changes for serum supplementation paradigms, EZ-spheres were supplemented with aged serum, young serum, or no serum. RNA for Bulk RNA barcoding and sequencing was extracted after 48 h and differential gene expression was performed with Benjamini–Hochberg-corrected Wald test adjusted *p*-value < 0.1 and |log2foldchange| > 1 as significance cutoffs. **(A, B)** The top differentially expressed genes depicted in the volcano plot from aged or young serum supplementation compared to controls. **(C)** Differentially expressed genes (DEGs) for young or aged serum supplemented samples compared to serum-free controls largely overlap with minor differences. **(D–G)** Gene ontology enrichment analysis of young or aged serum supplementation compared to serum-free controls reveals overlapping pathways of DEGs.

Lastly, a gene ontology enrichment analysis was performed to identify overlapping differentially expressed pathways. The top upregulated pathways for ESC-derived myogenic progenitors greatly overlapped for samples exposed to young and aged serum. 

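In ESC-derived cells, genes of blood vessel development, cell movement, wounding and TGF-beta signalling rose under both sera. Of 26 measured genes of vasculature development and angiogenesis, 15 rose, 1 fell and 10 did not pass the test with aged serum, and 18 rose, 1 fell and 7 did not pass the test with young serum (19 and 18 rose when adjusted over the list alone). CCN2, a matrix protein induced by TGF-beta and YAP (chromosome 6, 131948176 to 131951372 in GRCh38), rose from 366 ± 15.5 to 2024 ± 40.6 CPM with aged and 2088 ± 39.4 with young serum (SD, n = 2). Its log2 fold changes were 2.47 (standard error 0.09, adjusted p = 1.13e-28) and 2.51 (standard error 0.09, adjusted p = 3.04e-29) by edgeR's quasi-likelihood test. THBS1, a matrix protein that limits angiogenesis, had log2 fold changes of 2.14 (adjusted p = 3.66e-17) and 2.22 (adjusted p = 1.28e-18) by edgeR. Of 40 genes of cell motility and adhesion, 22 rose, 3 fell and 15 did not pass the test with aged serum, and 29 rose, 3 fell and 8 did not pass the test with young serum (23 and 30 rose adjusted over the list alone). ANXA2, which links membranes to actin, rose from 422 ± 22.4 to 1015 ± 42.9 and 1119 ± 31.9 CPM (SD, n = 2), and CAV1, the coat protein of caveolae, by log2 fold changes of 1.44 and 1.68. In the list of response to wounding and coagulation, 19 of 22 genes rose with aged and 21 with young serum, the others did not pass, and adjusted over the list alone the counts were the same. Among 23 targets of TGF-beta and BMP, 15 rose, 1 fell and 7 did not pass the test with aged serum, and 16 rose, 1 fell and 6 did not pass the test with young serum (17 and 17 rose adjusted over the list alone). PMEPA1, which dampens TGF-beta signalling, had log2 fold changes of 2.71 (standard error 0.19, adjusted p = 3.74e-17) and 2.43 (standard error 0.19, adjusted p = 2.29e-15) by edgeR's test. Limma's camera placed the 4 lists above other genes with adjusted p = 2.98e-15, 5.43e-14, 2.33e-20 and 1.52e-13 for aged serum, and adjusted p = 2.64e-15, 1.53e-15, 5.97e-19 and 7.67e-13 for young serum, and all 8 calls held with an estimated correlation. With DESeq2 on 4 libraries fewer passed, 12 and 11 of the wounding genes, 17 of the motility genes with young serum and 8 of the TGF-beta targets with aged serum.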

Top overlapping upregulated pathways include vasculature development, positive regulation of cell motility, and positive regulation of locomotion (Figures 6D, F). Of note, regulation of apoptotic processes and response to lipids were upregulated in just cells exposed to aged serum. 

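Pro-apoptotic and lipid-responsive genes went both ways in ESC-derived cells, with similar counts under aged and young serum. Of 27 pro-apoptotic genes, 9 rose, 4 fell and 14 did not pass the test with aged serum, and 7 rose, 5 fell and 15 did not pass the test with young serum. Adjusted over the list alone, 9 rose and 4 fell with aged serum, against 12 and 6 with young serum. TNFRSF12A, the receptor of the cytokine TWEAK (chromosome 16, 3018445 to 3022383 in GRCh38), rose from 38.8 ± 8.40 to 140.1 ± 8.59 CPM with aged and 191 ± 1.38 with young serum (SD, n = 2), log2 fold changes of 1.87 (standard error 0.18, adjusted p = 2.1e-12) and 2.33 (standard error 0.16, adjusted p = 1.94e-17) by edgeR's quasi-likelihood test. PERP, a membrane protein induced by p53, fell with log2 fold changes of -1.01 (adjusted p = 0.000273) and -0.82 (adjusted p = 0.000949) by edgeR, and without serum-free replicate 1 the adjusted p for young serum was 0.166, while DESeq2 on 4 libraries gave adjusted p of 0.231 and 0.344. In the direct comparison TNFRSF12A was lower with aged than with young serum, by -0.46 (standard error 0.12, adjusted p = 0.0581) on the log2 scale in edgeR's test, and the other 26 pro-apoptotic genes did not pass; the adjusted p of TNFRSF12A was 0.134 without young serum replicate 1, 0.294 without young serum replicate 2, 0.468 without aged serum replicate 1 and 0.219 without aged serum replicate 2, and 0.215 with DESeq2 on 4 libraries. Of 11 lipid-responsive targets of the receptors LXR and PPAR, 4 rose, 3 fell and 4 did not pass the test under each serum, and adjusted over the list alone 4 rose with aged and 5 with young serum. CPT1A, which brings fatty acids into mitochondria (chromosome 11, 68754620 to 68844410), rose from 7.31 ± 1.29 to 93.6 ± 9.14 with aged and 57.5 ± 10.1 CPM with young serum (SD, n = 2). APOE, a lipid carrier, fell with log2 fold changes of -2.0027 (adjusted p = 6.31e-10) and -1.60 (adjusted p = 5.18e-09) by edgeR. CPT1A was the 1 lipid-responsive gene higher with aged than with young serum, by 0.71 (standard error 0.17, adjusted p = 0.0302) on the log2 scale in edgeR's test, and the adjusted p was 0.492 without young serum replicate 2, 0.104 without aged serum replicate 1 and 0.296 without aged serum replicate 2. By limma's camera the lists had adjusted p = 0.146 and 0.174 for the pro-apoptotic list with aged and young serum and adjusted p = 0.816 between them, and adjusted p = 0.23, 0.359 and 0.582 for the lipid-responsive list. For the 9 pro-apoptotic genes that rose with aged serum, the count was 4 without serum-free replicate 1 and 5 without serum-free replicate 2, aged serum replicate 1 or aged serum replicate 2, and DESeq2 on 4 libraries gave 1 with each serum, with 2 lipid-responsive genes higher.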

Top overlapping downregulated pathways included cytoplasmic translation, small molecule biosynthetic process, sterol metabolic process, secondary alcohol metabolic process, sterol biosynthetic process, secondary alcohol biosynthetic process, and isoprenoid metabolic process (Figures 6E, G).

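Cholesterol synthesis fell along almost its whole length in ESC-derived cells under both sera. Of 21 genes of the pathway, 19 fell and the other 2 did not pass the test under each serum (20 fell with aged and 21 with young serum when adjusted over the list alone). LSS, which closes the ring of lanosterol (chromosome 21, 46188141 to 46228824 in GRCh38), fell from 509 ± 34.1 to 75.2 ± 16.9 CPM with aged and 76.03 ± 5.14 with young serum (SD, n = 2). Its log2 fold changes were -2.72 (standard error 0.12, adjusted p = 7.19e-25) and -2.73 (standard error 0.12, adjusted p = 4.5e-26) by edgeR's quasi-likelihood test. FDFT1, which makes squalene, had log2 fold changes of -2.12 (standard error 0.09, adjusted p = 1.66e-25) and -1.91 (standard error 0.09, adjusted p = 5.28e-25), and SQLE, which oxidizes it, -1.85 (standard error 0.10, adjusted p = 4.42e-22) and -1.81 (standard error 0.09, adjusted p = 9.01e-23), in the same test. Of 11 genes of sterol uptake and SREBP regulation, 9 fell under each serum, by either adjustment with aged serum and 10 with young serum when adjusted over the list alone, and 1 rose with aged serum. INSIG1, the sterol sensor that holds back SREBP, had log2 fold changes of -2.42 with aged and -2.32 with young serum. In fatty acid synthesis 11 of 15 genes fell with aged and 12 with young serum, and 1 rose (13 and 12 fell adjusted over the list alone). SCD, which makes monounsaturated fatty acids, fell from 1451 ± 40.4 to 309 ± 12.3 and 311 ± 8.12 CPM (SD, n = 2), and FASN, fatty acid synthase, had log2 fold changes of -2.30 (adjusted p = 1.9e-25) and -1.90 (adjusted p = 6.39e-24) by edgeR. Cytosolic ribosomal protein genes, whose products carry out cytoplasmic translation, fell slightly, and of 78 52 fell with aged and 74 with young serum, and 1 rose with each (63 and 74 fell adjusted over the list alone). RPL13A, of the large subunit, had log2 fold changes of -0.53 (adjusted p = 1.44e-06) and -0.80 (adjusted p = 1.33e-11) by edgeR. Limma's camera gave adjusted p = 1.12e-42 and 1.26e-37 for cholesterol synthesis, adjusted p = 1.11e-10 and 6.66e-10 for sterol uptake, adjusted p = 5.01e-17 and 5.69e-14 for fatty acid synthesis, and adjusted p = 1.1e-24 and 9.57e-52 for ribosomal proteins. The ribosomal call for aged serum had an adjusted p = 0.21 with an estimated correlation, and its 52 genes became 28 without aged serum replicate 1 and 31 with DESeq2 on 4 libraries.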

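In iPSC-derived cells, genes of wounding, adhesion, blood vessel development and the response to foreign compounds rose under both sera. Of 30 genes of response to wounding and coagulation, 25 rose, 1 fell and 4 did not pass the test with aged serum, and 24 rose, 2 fell and 4 did not pass the test with young serum (25 rose with each serum when adjusted over the list alone). FN1, the matrix protein fibronectin (chromosome 2, 215360440 to 215436073 in GRCh38), had log2 fold changes of 1.60 (standard error 0.07, adjusted p = 1.05e-29) and 1.57 (standard error 0.07, adjusted p = 3.23e-29) by edgeR's quasi-likelihood test. Of 41 genes of cell motility and adhesion, 32 rose, 2 fell and 7 did not pass the test with aged serum, and 32 rose, 1 fell and 8 did not pass the test with young serum (33 rose with each adjusted over the list alone). CDH2, the adhesion protein N-cadherin (chromosome 18, 27932879 to 28177946), rose from 93.5 ± 8.02 to 359.9 ± 29.4 and 362 ± 17.9 CPM (SD, n = 2), log2 fold changes of 1.95 (standard error 0.13, adjusted p = 1.01e-21) and 1.96 (standard error 0.12, adjusted p = 2.77e-22) by edgeR's test. Of 33 genes of vasculature development and angiogenesis, 23 rose, 1 fell and 9 did not pass the test with aged serum, and 22 rose, 1 fell and 10 did not pass the test with young serum (26 and 23 rose adjusted over the list alone). THBS1 had log2 fold changes of 2.43 and 2.57, and CCN1, a matrix protein that binds integrins, 1.5013 and 1.35. Of 24 xenobiotic response genes driven by AHR and NRF2, 17 rose and 7 did not pass the test with aged serum, and 17 rose, 2 fell and 5 did not pass the test with young serum (17 rose with each adjusted over the list alone). CYP1B1, a cytochrome P450 induced by AHR, rose from 153 ± 10.2 to 602 ± 10.1 and 624 ± 32.6 CPM (SD, n = 2), and NQO1, a quinone reductase induced by NRF2, had log2 fold changes of 1.79 (adjusted p = 6.73e-25) and 1.77 (adjusted p = 6.91e-25) by edgeR. In the order wounding, motility, vasculature and xenobiotic response, limma's camera gave adjusted p = 1.76e-20, 1e-17, 9.9e-16 and 8.46e-16 for aged serum and adjusted p = 3.24e-17, 1.97e-16, 8.33e-16 and 8.21e-13 for young serum, and each call held with an estimated correlation.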

iPSC-derived myogenic progenitors showed similar trends in the pathway analysis results, with samples exposed to young and aged serum both showing upregulation in regulation of cell-cell adhesion, response to wounding, angiogenesis, response to xenobiotic stimulus, and positive regulation of vasculature development (Supplementary Figures S2D, F). 

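Genes of skeletal and cartilage development, body patterning and the contractile apparatus fell in iPSC-derived cells under both sera, while more actin genes rose than fell. Of 36 genes of skeletal system and cartilage development, 5 rose, 19 fell and 12 did not pass the test with each serum (19 fell with each when adjusted over the list alone). TNMD, a membrane protein of tendons (chromosome X, 100584936 to 100599885 in GRCh38), fell from 789 ± 45.8 to 403 ± 2.33 CPM with aged and 369.6 ± 16.5 with young serum (SD, n = 2). FRZB, a secreted WNT antagonist of cartilage, had log2 fold changes of -2.43 (standard error 0.23, adjusted p = 1.76e-14) and -2.49 (standard error 0.22, adjusted p = 1.38e-15) by edgeR's quasi-likelihood test, and CYTL1, a secreted protein of cartilage, -2.06 and -2.11. Of 19 measured HOX genes, which pattern the body axis, those that passed the test all fell, 15 with aged and 16 with young serum (16 and 17 adjusted over the list alone). HOXB3 went from 114 ± 14.1 to 27.96 ± 1.21 and 29.5 ± 8.88 CPM (SD, n = 2). In cardiac chamber morphogenesis, 2 rose, 7 fell and 11 did not pass the test of 20 genes with aged serum, and 2 rose, 9 fell and 9 did not pass the test with young serum (8 and 9 fell adjusted over the list alone). SOX11, a transcription factor of embryonic progenitors, had log2 fold changes of -1.68 (adjusted p = 4.57e-25) and -1.56 (adjusted p = 2.72e-24), and BMP4, a growth factor of mesoderm, -1.28 (adjusted p = 2.81e-07) and -0.90 (adjusted p = 4.6e-05), by edgeR. Of 50 genes of actin filament-based process, 27 rose, 8 fell and 15 did not pass the test with aged serum, and 26 rose, 8 fell and 16 did not pass the test with young serum (29 rose with each adjusted over the list alone). PFN1, which feeds actin monomers to filaments, rose from 652 ± 24.8 to 1531 ± 55.3 and 1430 ± 37.7 CPM (SD, n = 2), while LIMCH1 had log2 fold changes of -2.27 and -2.02. All 11 measured contractile muscle genes fell under both sera by edgeR's test and adjusted over the list alone. Among them TNNI1, slow troponin I, had log2 fold changes of -2.29 (adjusted p = 7.78e-10) and -2.10 (adjusted p = 1.14e-09) by edgeR. Marker lists of other cell types had medians of -0.95 and -0.88 for neurons and -0.56 and -0.41 for fibroblasts and mesenchyme. Epithelial markers had 0.93 and 1.19, while neural progenitor, smooth muscle and endothelial lists stayed between -0.24 and 0.23. Whether the mix of cell types changed was not tested. For aged and young serum limma's camera gave adjusted p = 0.000526 and 0.00125 for skeletal development, adjusted p = 1.53e-08 and 2.47e-08 for HOX genes, adjusted p = 0.0194 and 0.0446 for cardiac chambers, adjusted p = 3.5e-05 and 3.71e-05 for actin (higher), and adjusted p = 5.07e-06 and 1.64e-06 for contractile genes. With an estimated correlation camera gave adjusted p = 0.101 for skeletal development with young serum, adjusted p = 0.132 and 0.175 for cardiac chambers and adjusted p = 0.201 and 0.194 for actin. The skeletal genes lower with young serum were 12 without serum-free replicate 1, and with DESeq2 on 4 libraries the lower genes were 10 and 10 for skeletal, 3 and 5 for cardiac and 8 and 10 for HOX genes, and 4 for contractile genes with aged serum.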

Top overlapping downregulated pathways include skeletal system development, actin filament-based process, tissue morphogenesis, connective tissue development, cartilage development, and cardiac chamber morphogenesis (Supplementary Figures S2E, G).

## 4 Discussion

In this study, we found that the supplementation of aged rat sera impaired cell proliferation of undifferentiated progenitors in hPSC-derived EZ spheres. The reduced capacity of cell proliferation was represented by the decreased expansion rate of EZ spheres following aged sera supplementation. Notably, similar inhibitory effects on sphere growth were observed when aged human plasma samples were supplemented. Predictably, the reduced expansion rate of aged sera-treated spheres was a result of decreased cell division and increased cell death. These results contradict an earlier report using human myoblasts treated with 15% human serum from young and aged donors (represented by Ki67 expression) (George et al., 2010). Since human serum samples were supplemented for only 46 h in the previous study, it may not be long enough for the cells to react to the age-related difference in serum composition, especially after being conditioned with prolonged exposure (several passages) to medium containing fetal calf serum.

Consistent with previous studies using human primary cells (Carlson et al., 2009; Barberi et al., 2013; Romagnoli et al., 2021), we also observed an impairment in differentiation capacity following the supplementation of aged blood liquid components. Specifically, the impairment in differentiation capacity was represented by the decrease in myotube formation, myotube diameter, the number of nuclei per myotube (fusion index), and the visible alignment of sarcomere structure in differentiated cultures of the treated cells. The effects of aged sera on human myotube maturation (sarcomere formation) had not been shown in previous studies using muscle-derived cells, likely because primary cultures tend to be vulnerable to stressors and difficult to maintain for long durations. In this study, we demonstrated that hPSC-derived myogenic progenitors were able to withstand supplementation of 20% rat sera for 3 weeks of terminal differentiation. The high concentration of aged sera used in our study may explain the discrepancies with an earlier study that reported no difference in myogenic fusion index in myoblasts treated with 2% human serum from young and aged donors (George et al., 2010). As an additional note, we should acknowledge that the parameters we used to characterize the degree of cell differentiation may have some limitations for accurate quantification. For instance, thickly fused myotubes in cultures conditioned with young rat sera posed a challenge in determining what should be counted as one myotube.

We observed an unexpected increase of Ki67 expression in aged rat sera-treated cells at 7 days post-terminal differentiation, which did not correlate with either increased cell density or increased myotube yield (Figure 4G). This led us to hypothesize that impaired differentiation in aged rat sera-treated cells was caused by disrupted cell cycle progression. The Western blot results showing the elevation of cyclin B1 and CDK2 expression (Figure 4E) may further corroborate our hypothesis. Indeed, emerging evidence revealed that aberrant cell cycle initiation in differentiated mature muscles and neurons results in detrimental consequences following cell cycle checkpoints’ disarray, altered signaling cascades, and oxidative stress (Latella et al., 2001; Sacco et al., 2002; Pajalunga et al., 2010; Sharma et al., 2017; Pajalunga and Crescenzi, 2021). Aberrant cell cycle reentry or cell cycle arrest was reflected by increased expression levels of Ki67, proliferating cell nuclear antigen, cyclin E and cyclin D1 in the muscle samples from the patients with inclusion body myositis and polymyositis, as well as the brain samples from Alzheimer’s disease patients (Kwon et al., 2014). Our findings pointed towards this cell cycle abnormality as a strong possibility, although additional studies are still required to prove this. As resident myogenic progenitors in skeletal muscle, satellite cells have been known to initiate both self-renewal and differentiation through cell cycle activation (Latella et al., 2017; Kitzmann et al., 1998; Rao et al., 2016; Mohan and Asakura, 2017; Konagaya et al., 2020; De Luca et al., 2013; Heron-Milhavet et al., 2013; Subramaniam et al., 2014; Montesano et al., 2013; Zhang et al., 1999). Taken together with these previous observations, our current hypothesis is that age-specific changes in serum factors (most likely the altered balance of mitogenic and differentiative factors) send cues to the cells that trigger undesired cell cycle initiation. Myotube formation and maturation was hence impaired, as these dysregulated cell cycle events forced differentiating or differentiated muscle cells to enter a disturbed and vulnerable state. Unable to complete or exit the cell cycle, these cells could not progress towards terminal differentiation and eventually die.

In our culture preparation, the inhibitory effects of aged sera on myotube formation could be rescued by the subsequent supplementation of young rat sera in culture (Figure 5). These results support the idea that non-cell-autonomous factors in young rat sera may restore a youthful environment in the culture condition influenced by aged serum supplementation. Not limited to skeletal muscle tissues, it has been suggested that sustained exposure to a young systemic environment possibly rejuvenates aged organisms and promotes cellular function (Conboy et al., 2005; Mehdipour et al., 2020; Mehdipour et al., 2021). *In vivo* studies using heterochronic blood sharing, by parabiosis or direct plasma infusion, could rejuvenate old tissues while aging young tissues (Kamran et al., 2013; Yousefzadeh et al., 2022; Ansere et al., 2023). In contrast, other recent studies reported that systemic induction of senescence was induced in young mice after single heterochronic blood exchange (Jeon et al., 2022). Possible contributions of specific extrinsic factors to muscle rejuvenation and aging have n’t fully been ruled out yet, but some potential molecules have been proposed to explain the mechanism. Interestingly, a recent study introduced the involvement of circulating extracellular vesicles to the effects by serum on muscle progenitor cells and function (Sahu et al., 2021). Like our current approach, *in vitro* cell culture models have considerable advantages because it can simplify the intrinsic complexity of tissues for understanding extrinsic contributions of circulating factors in systemic aging (Veronesi et al., 2023). As an additional strength, human iPSCs can offer additional variations of cellular models to study cellular senescence and muscle aging under healthy and pathological conditions (Hosoyama et al., 2012; Khodabukus et al., 2018). Together, further studies would be valuable to identify specific factors and mechanisms responsible for the effects by serum supplementation in our culture setup. For instance, additional transcriptome profiling may be beneficial to identify any changes of gene expression following the subsequent supplementation of young rat sera.

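Serum raised inflammatory genes in both lines. In iPSC-derived cells 16 of 17 measured genes of inflammation and targets of NF-kB rose with aged serum and 1 fell, and with young serum 14 rose, 1 fell and 2 did not pass the test (16 rose with each when adjusted over the list alone). CCL2, a chemokine that attracts monocytes (chromosome 17, 34255274 to 34257208 in GRCh38), rose from 15.1 ± 8.22 to 163 ± 7.58 CPM with aged and 119 ± 7.49 with young serum (SD, n = 2), log2 fold changes of 3.46 (standard error 0.23, adjusted p = 3.69e-21) and 3.01 (standard error 0.24, adjusted p = 2.68e-17) by edgeR's quasi-likelihood test. CXCL12, a chemokine that keeps progenitors in their niche, was the gene that fell, from 801 ± 4.71 to 196 ± 12.3 and 214 ± 18.1 CPM (SD, n = 2). NNMT, which methylates nicotinamide, had log2 fold changes of 2.11 (adjusted p = 9.93e-17) and 2.36 (adjusted p = 4.45e-20) by edgeR. In ESC-derived cells 6 rose and 7 did not pass the test among 13 genes with aged serum, and 10 rose and 3 did not pass the test with young serum (7 and 10 rose adjusted over the list alone). CCL2 was at 12.2 ± 0.906 CPM without serum, 35.04 ± 0.405 with young and 43.3 ± 0.245 with aged serum (SD, n = 2) there, and NFKB1, a subunit of NF-kB, had log2 fold changes of 0.56 (adjusted p = 0.0833) and 0.98 (adjusted p = 0.000195) by edgeR. IL11 was lower with aged than with young serum in ESC-derived cells, by -0.85 (standard error 0.15, adjusted p = 0.000829) on the log2 scale in edgeR's test. Without aged serum replicate 1 this value was -0.64. In iPSC-derived cells IL11 was higher with aged serum, at 113 ± 14.1 CPM against 77.9 ± 0.00688 with young serum (SD, n = 2). The list medians between the sera were -0.42 in ESC-derived and 0.28 in iPSC-derived cells. Limma's camera gave adjusted p = 1.68e-11 and 1.14e-09 for the list in iPSC-derived and adjusted p = 0.000555 and 1.47e-05 in ESC-derived cells, and all 4 calls held with an estimated correlation. The adjusted p of NFKB1 with aged serum was 0.356 without serum-free replicate 1, 0.143 without serum-free replicate 2 and 0.613 without aged serum replicate 1, and with DESeq2 on 4 libraries it was 0.927 with aged and 0.114 with young serum and 0.116 for CCL2 with young serum. With DESeq2 on 4 libraries 3 genes of the list rose with aged and 2 with young serum in ESC-derived cells.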

A transcriptomic analysis looking at the initial response of hPSC-derived myogenic progenitors revealed that sera supplementation for 48 h leads to upregulation of genes involved in pathways such as wound repair, inflammation, cell adhesion, and angiogenesis with downregulation in pathways related to metabolic processes and tissue morphogenesis, but whether the serum is from young or aged rats had no significant impact on the transcriptome. A possible explanation for the absence of significant changes between young and aged serum-supplemented samples could be the short exposure time of 48 h. We sought to identify early transcriptomic changes induced by serum supplementation, but the changes may be more pronounced later in the differentiation process. This result would be consistent with previous studies demonstrating that aged and young serum-supplemented samples showed little difference after 46 h (George et al., 2010). Although no significantly large transcriptomic changes were identified, there were a few genes with adjusted *p*-values less than 0.05 but only a very mild log2foldchange. Included in these set of genes are *FOXO3*, *LDHA*, *HBEGF*, and *AKR1B* which have been shown to a play key role in age-related muscle maintenance and myogenesis (Nakata et al., 1996; Washington et al., 2014; Sataranatarajan et al., 2020; Jing et al., 2023). Of these genes with decreased expression, *FOXO3* is of particular interest because it is known that decreased *FOXO3* expression has been identified in aged primate and human skeletal muscle and contributes to human myotube senescence (Leger et al., 2008; Dalle and Koppo, 2021; Jing et al., 2023). Further, *FOXO3* plays an important role in maintenance of muscle stem cell populations, promoting their self-renewal and preventing their premature differentiation (Gopinath et al., 2014). Taken together with our morphologic evolutions, our findings indicate that non-cell-autonomous factors in serum may contribute to an early decrease in *FOXO3* which ultimately drives aberrant myotube homeostasis and impaired myogenic differentiation. 

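In iPSC-derived cells FOXO3 was at 38.8 ± 8.79 CPM without serum, 40.5 ± 6.18 with young and 34.5 ± 1.31 with aged serum (SD, n = 2). Its log2 fold change between aged and young serum was -0.23 (standard error 0.25, adjusted p = 0.878) by edgeR's quasi-likelihood test, at 31 to 49 counts per serum library. Against serum-free it was -0.18 (adjusted p = 0.654) with aged and 0.05 (adjusted p = 0.906) with young serum by edgeR, and without a single library these signs could turn, to 0.08 with aged serum (without serum-free replicate 1) and to -0.15 and -0.10 with young serum (without serum-free replicate 2 and young serum replicate 2). In ESC-derived cells the same comparisons gave -0.36 (adjusted p = 0.54) and -0.56 (adjusted p = 0.242) by edgeR. FOXO family members and targets went both ways. Of 15 measured in iPSC-derived cells, 5 rose, 6 fell and 4 did not pass the test with each serum (6 rose and 7 fell with aged serum when adjusted over the list alone, 5 and 6 with young serum). SOD2, the mitochondrial superoxide dismutase, rose from 76.5 ± 1.23 to 259 ± 6.31 CPM with aged and 231 ± 5.26 with young serum (SD, n = 2). TXNIP, which restrains glucose uptake, fell from 154 ± 1.53 to 34.5 ± 3.35 and 31.3 ± 1.04 CPM (SD, n = 2). Of 16 in ESC-derived cells, 2 rose, 5 fell and 9 did not pass the test with each serum, by either adjustment, and TXNIP had log2 fold changes of -1.60 and -1.51. Between aged and young serum limma's camera gave adjusted p = 0.656 in ESC-derived and adjusted p = 0.632 in iPSC-derived cells, and every member missed edgeR's adjusted threshold, with 2 higher and 1 lower in ESC-derived cells and 0 higher and 1 lower in iPSC-derived cells at an unadjusted p under 0.05. The 5 ESC genes that fell with aged serum were 3 without serum-free replicate 1, and with DESeq2 on 4 libraries 1 fell with aged and 2 with young serum in ESC-derived and 3 with each in iPSC-derived cells. The paper takes the lower expression it found for FOXO3, reports of less FOXO3 in aged muscle and of its part in keeping muscle stem cells, and its own observations of cell shape, and reasons that serum factors may add to an early loss of FOXO3 that leads to poorer myogenic differentiation.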

Which factors and whether these factors directly or indirectly affect *FOXO3* mRNA expression is yet to be explored.

When compared to controls that are not serum supplemented, there are minor differences in the DEGs between aged and young-serum supplemented samples. 

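In iPSC-derived cells pro-apoptotic genes changed in both directions, to a like extent with aged and young serum. Of 30 such genes, 11 rose, 3 fell and 16 did not pass the test with aged serum, and 12 rose, 4 fell and 14 did not pass the test with young serum, the same numbers as when adjusted over the list alone. CYCS, cytochrome c, which triggers apoptosis once released from mitochondria (chromosome 7, 25118656 to 25125260 in GRCh38), rose from 274 ± 1.04 to 475 ± 16.7 CPM with aged and 469 ± 9.75 with young serum (SD, n = 2). TNFRSF12A had log2 fold changes of 1.57 (standard error 0.12, adjusted p = 3.9e-18) and 1.39 (standard error 0.12, adjusted p = 7.44e-16) by edgeR's quasi-likelihood test. BID, which passes death receptor signals to mitochondria, had log2 fold changes of 1.81 (adjusted p = 1.21e-07) and 1.51 (adjusted p = 9.42e-06) by edgeR. BNIP3L, a receptor for the removal of mitochondria, fell with log2 fold changes of -0.83 (adjusted p = 5.38e-08) and -0.80 (adjusted p = 5.34e-08) in the same test. Of 14 anti-apoptotic genes, 8 rose, 2 fell and 4 did not pass the test with aged serum, and 7 rose, 2 fell and 5 did not pass the test with young serum (9 rose with each adjusted over the list alone), among them BIRC5, the mitotic protein survivin, with log2 fold changes of 1.90 and 1.93. In the direct comparison of aged with young serum 0 of the 30 pro-apoptotic genes passed edgeR's adjusted threshold, 1 had an unadjusted p under 0.05, and DESeq2 called 0 on 4 or 6 libraries. Limma's camera gave adjusted p = 0.113 with aged and adjusted p = 0.0951 with young serum for the pro-apoptotic list, the second with adjusted p = 0.216 with an estimated correlation, and adjusted p = 0.994 between the sera, where the median (-0.03) was below 0 and the test pointed up. For the anti-apoptotic list it gave adjusted p = 0.0161 and 0.0137, with adjusted p = 0.132 and 0.135 with an estimated correlation. Without serum-free replicate 1, 7 pro-apoptotic genes rose with young serum and 5 anti-apoptotic genes with aged serum (4 without aged serum replicate 2), and DESeq2 on 4 libraries gave 5 and 6 pro-apoptotic genes with aged and young serum and 3 anti-apoptotic genes with aged serum.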

Investigation of pathways enriched in aged serum-supplemented samples, but not young serum-supplemented samples, reveal that hPSC-derived myogenic progenitors show an upregulation of apoptotic pathways. This finding is consistent with our earlier analysis of an apoptotic marker Caspase-3 in hPSC-derived EZ spheres (Figures 1E, F). Interestingly, response to lipids was upregulated in both iPSC and ESC-derived myogenic progenitors supplemented with aged serum. 

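In iPSC-derived cells some lipid-responsive genes rose with both sera, and 2 were higher with aged than with young serum. ANGPTL4, a PPAR target that inhibits lipoprotein lipase (chromosome 19, 8363289 to 8374370 in GRCh38), went from 4.34 ± 1.24 to 126 ± 12.8 CPM with aged and 75.6 ± 4.59 with young serum (SD, n = 2). PLIN2, the coat protein of lipid droplets (chromosome 9, 19108375 to 19149290), was at 134 ± 21.02 CPM without serum, 126 ± 18.6 with young and 209.6 ± 29.6 with aged serum (SD, n = 2). Between aged and young serum ANGPTL4 differed by 0.74 (standard error 0.16, adjusted p = 0.00755) and PLIN2 by 0.73 (standard error 0.13, adjusted p = 0.000252) on the log2 scale, by edgeR's quasi-likelihood test. CPT1A rose from 20.9 ± 1.79 to 77.2 ± 13.5 and 53.5 ± 8.26 CPM (SD, n = 2), and FABP4, a fatty acid carrier of fat cells, fell with log2 fold changes of -1.87 (adjusted p = 6.18e-05) and -2.21 (adjusted p = 3.26e-06) by edgeR. Of 13 lipid-responsive targets of LXR and PPAR, 4 rose, 3 fell and 6 did not pass the test with aged serum, and 2 rose, 3 fell and 8 did not pass the test with young serum (4 and 2 rose when adjusted over the list alone). In the direct comparison 2 of the 13 were higher with aged serum and 11 did not pass (3 higher adjusted over the list alone). From limma's camera came adjusted p = 0.418 with aged, adjusted p = 0.873 with young serum (median -0.08, mean 0.09, test down) and adjusted p = 0.000991 between them, the last with adjusted p = 0.171 with an estimated correlation. The adjusted p of ANGPTL4 between the sera was 0.205 without young serum replicate 1 and 0.172 without aged serum replicate 1 by edgeR, and with DESeq2 on 4 libraries 0.999 for ANGPTL4 and 0.999 for PLIN2. The 3 genes lower with young serum were 1 without serum-free replicate 1, without young serum replicate 1 or without young serum replicate 2, and 1 with DESeq2 on 4 libraries.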

In rodents (Eum et al., 2020) and in human (Johnson and Stolzing, 2019; Lin et al., 2024), blood lipid levels tend to increase with age. Interestingly, *FOXO* transcription factors, such as *FOXO3* described above, can drive a shift towards the use of lipids as an energy substrate as opposed to glucose (Canto et al., 2009). 

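In iPSC-derived cells genes of glycolysis rose with both sera. LDHA went from 183 ± 1.003 to 732 ± 20.6 CPM with aged and 675 ± 32.9 with young serum (SD, n = 2), log2 fold changes of 1.9986 (standard error 0.10, adjusted p = 9.36e-29) and 1.88 (standard error 0.10, adjusted p = 2.05e-27) by edgeR's quasi-likelihood test. Between aged and young serum LDHA differed by 0.12 (standard error 0.07, adjusted p = 0.75) in the same test. HBEGF was at 91.9 ± 13.9 CPM without serum, 185 ± 23.2 with young and 185 ± 4.90 with aged serum (SD, n = 2), and its aged to young log2 fold change was -0.0001 (standard error 0.12, adjusted p = 1 by edgeR). Against serum-free AKR1B1 rose in iPSC-derived cells by 1.40 (adjusted p = 7.99e-17) with aged and 0.75 (adjusted p = 5.89e-07) with young serum on the log2 scale, by edgeR. In ESC-derived cells AKR1B1 fell with log2 fold changes of -0.48 (adjusted p = 0.00175) and -0.43 (adjusted p = 0.00235), for which DESeq2 on 4 libraries gave adjusted p of 0.36 and 0.351. PKM, pyruvate kinase (chromosome 15, 72199029 to 72231819 in GRCh38), rose from 266 ± 9.82 to 929 ± 22.8 and 858 ± 24.8 CPM (SD, n = 2), and ENO1, enolase, had log2 fold changes of 1.43 and 1.39. PFKP, a phosphofructokinase of the committed step, had log2 fold changes of 2.18 (adjusted p = 3.94e-18) and 2.10 (adjusted p = 1.38e-17) by edgeR. Of 23 genes of glycolysis and hypoxia, 12 rose, 1 fell and 10 did not pass the test with each serum (12 and 13 rose when adjusted over the list alone), and limma's camera gave adjusted p = 6.49e-09 and 3.19e-08, which held with an estimated correlation. Between the sera 1 of the 23 had an unadjusted p under 0.05, each missed the adjusted threshold of edgeR, and limma's camera gave adjusted p = 0.154.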

Our transcriptomic data also shows a decreased expression of genes associated with myogenic homeostasis that are involved in carbohydrate metabolism, *LDHA*, *HBEGF*, and *AKR1B* (Nakata et al., 1996; Washington et al., 2014; Sataranatarajan et al., 2020). With around two-thirds of energy at rest coming from lipid oxidation, lipid entry, and metabolism in skeletal muscle fibers, lipid metabolism is crucial for energy production; in aging changes in fatty acid metabolism lead to lipid accumulation in muscle cells, which contributes to insulin resistance and ceramide buildup (Al Saedi et al., 2022). Insulin resistance and ceramide buildup is a known driver of muscle cell apoptosis, a phenomenon experimentally observed in this study (Turpin et al., 2006). Our model highlights a potential mechanism in which rising lipid levels in blood and a shift towards lipid metabolism with age can contribute to muscle cell apoptosis. Understanding the influence of circulating factors in aged blood on lipid metabolism may yield useful insights into the mechanisms by which these factors lead to skeletal muscle decline with age.

In summary, findings from this study imply that the supplementation of young and aged rat serum samples differently promoted cellular and transcriptomic changes in hPSC-derived myogenic progenitors. Our *in vitro* model cannot completely recapitulate the complex *in vivo* milieu of age-associated skeletal muscle pathophysiology. However, it has experimental advantages that enable us to explore inaccessible biological processes of such aberrancy in a controlled setting. While this preliminary study was intended to use myogenic progenitors derived from normal hPSCs, the approach is also adaptable to use iPSCs or serum from patients of other neuromuscular diseases for studying other pathological or age-associated muscle disorders.

## Data Availability

The data presented in the study are deposited in the GEO repository, accession number GSE278717.

# Supplementary material for: Cellular and transcriptomic changes by the supplementation of aged rat serum in human pluripotent stem cell-derived myogenic progenitors
**Source:** Front Cell Dev Biol. 2024 Oct 15;12:1481491. doi: 10.3389/fcell.2024.1481491
**Supplement:** Supplementary file 2

Supplementary Material

## Supplementary Figures

**Supplementary Figure S1: Principal component and sample clustering analysis for hPSC-derived myogenic progenitor cells exposed to different serum supplementation conditions**. (**A**) ESC-derived myogenic progenitor principal component analysis based on variance stabilized transformed counts. Each dot represents a different sample and is color coated by condition. Axes represent principal components (PCs) explaining the highest variance in the data. (**B**) ESC-derived myogenic progenitors are clustered using a hierarchical clustering method. Darker blue indicates lower sample-to-sample distance of the transpose of the transformed count matrices. (**C-D**) Principal component analysis and sample clustering analysis, as described above, for iPSC-derived myogenic progenitor cells.

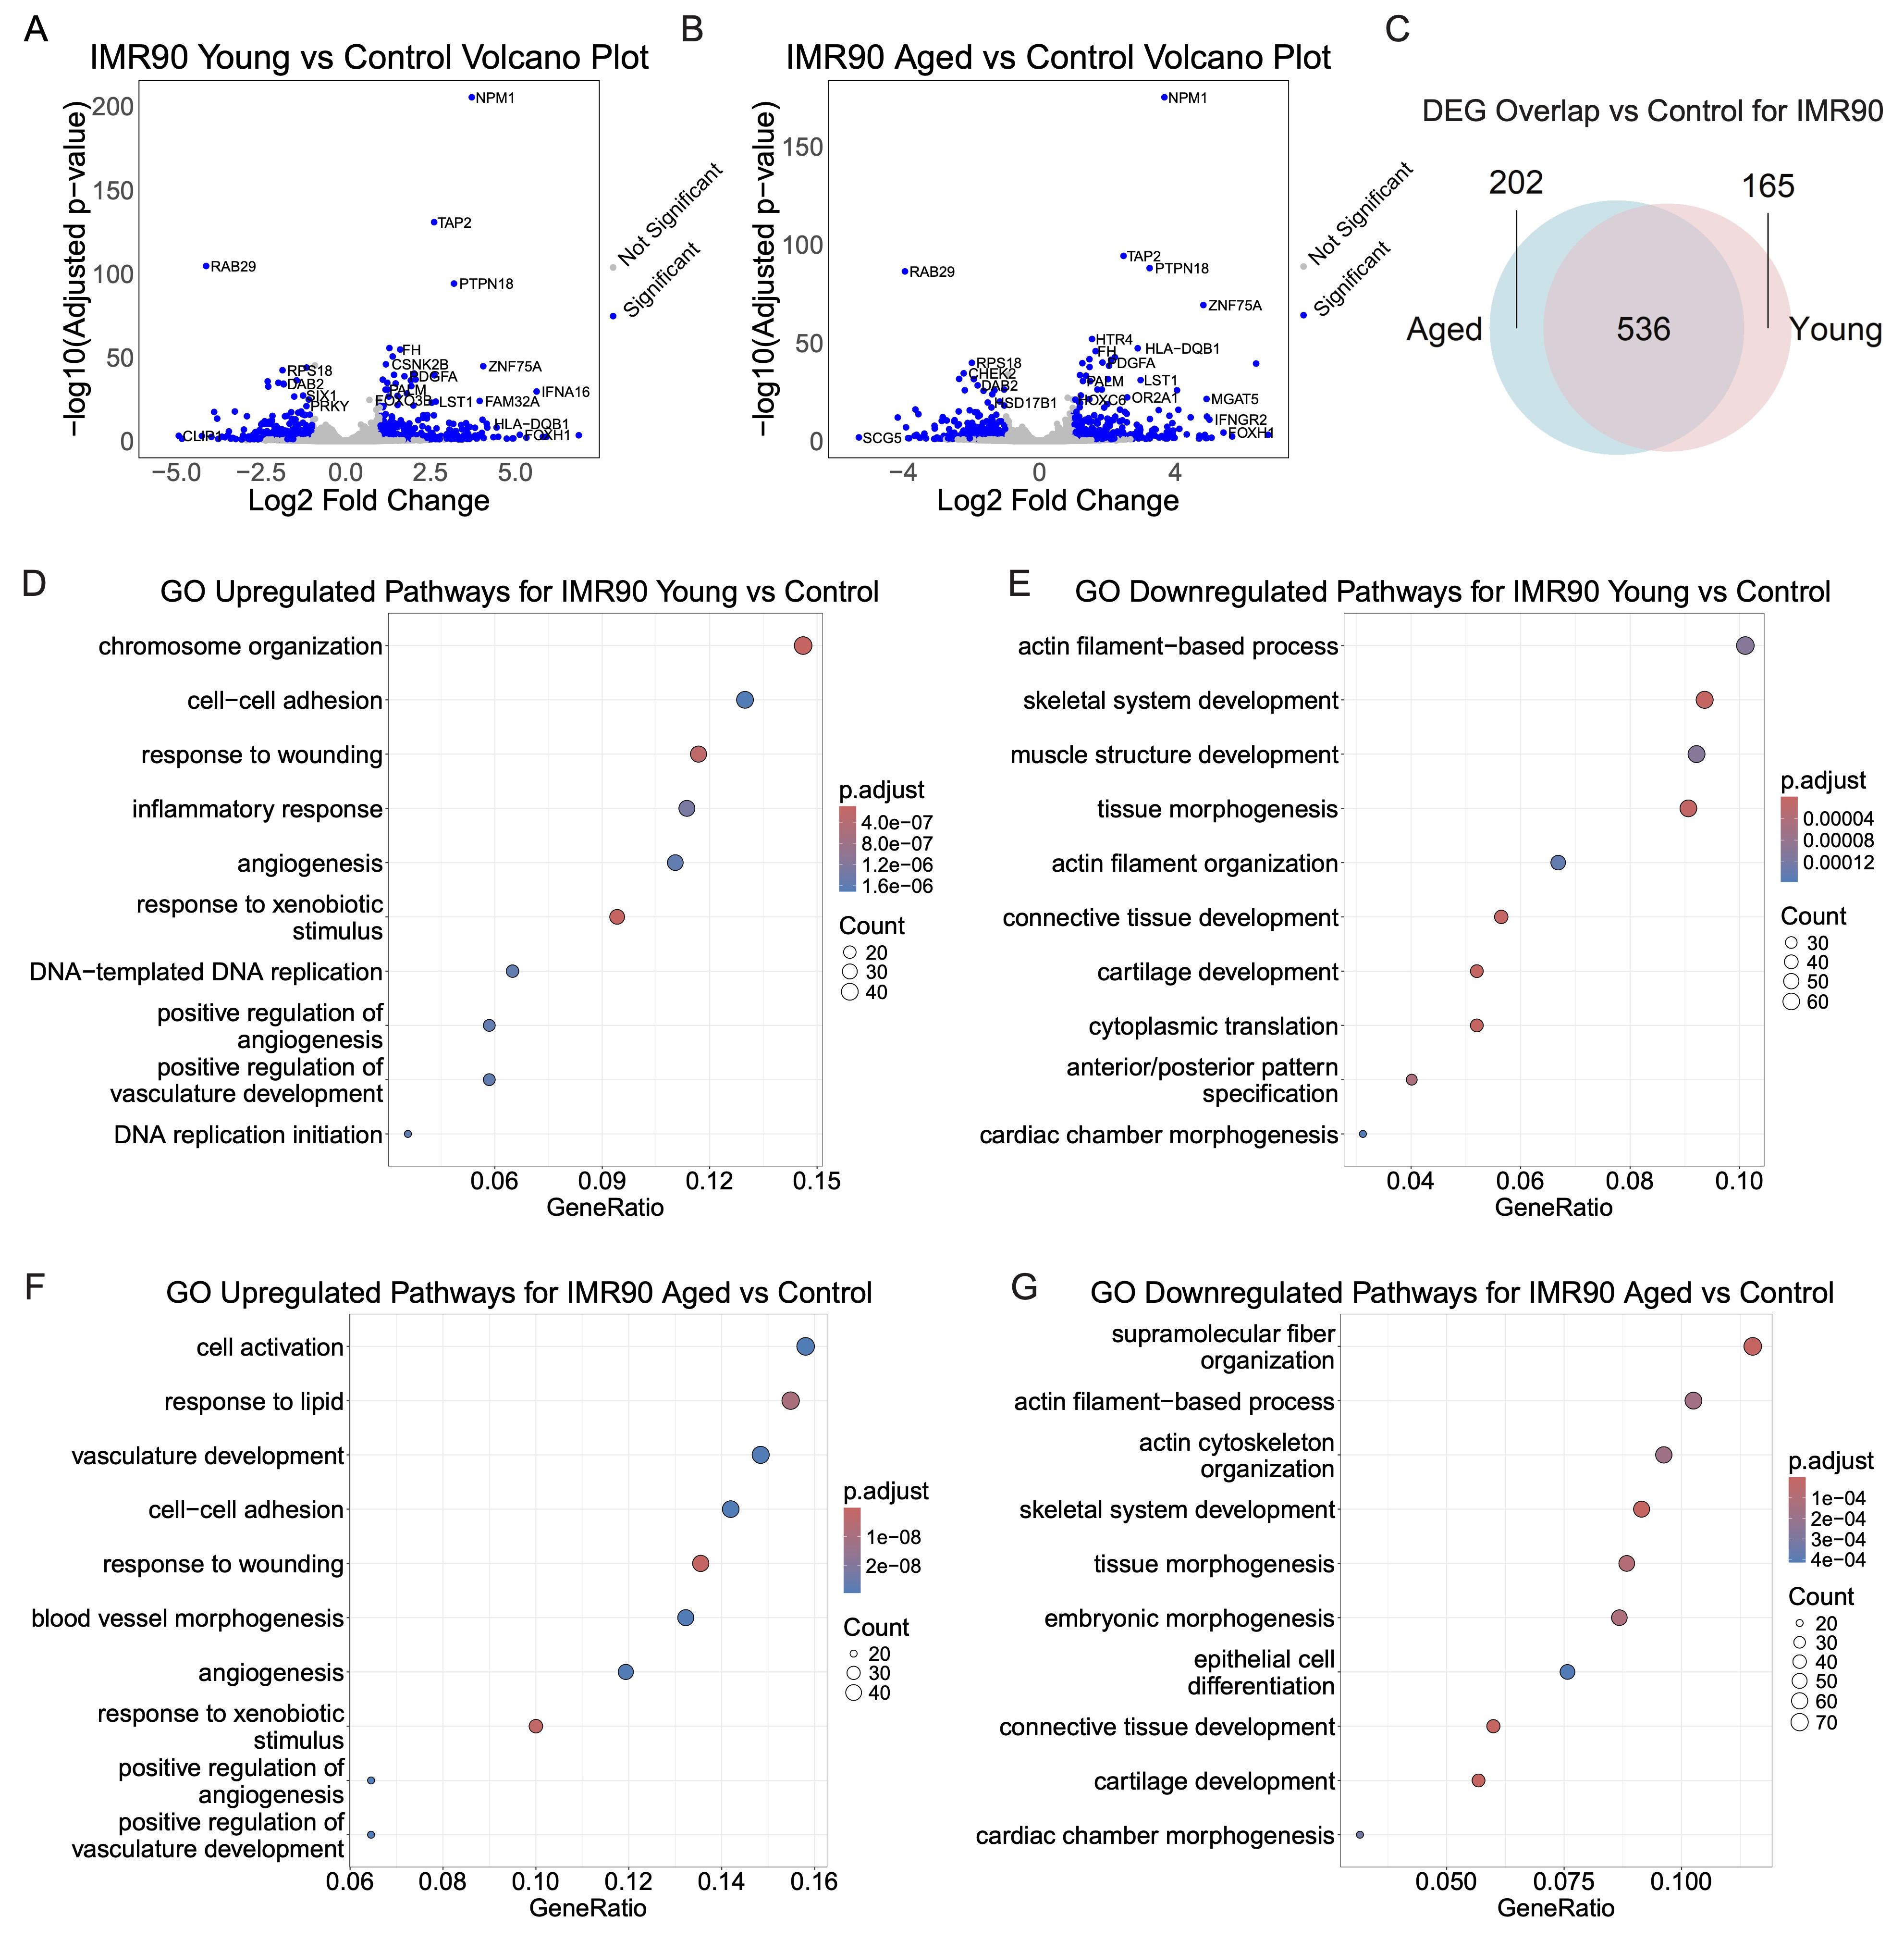

**Supplementary Figure S2. Transcriptomic changes of iPSC-derived myogenic progenitors upon supplementation with aged, young, or no serum.** To investigate transcriptomic changes for serum supplementation paradigms, EZ-spheres were supplemented with aged serum, young serum, or no serum. RNA for Bulk RNA barcoding and sequencing was extracted after 48 hours and differential gene expression was performed with Benjamini–Hochberg-corrected Wald test adjusted p value < 0.1 and |log2foldchange| > 1 as significance cutoffs. (**A-B**) The top differentially expressed genes depicted in the volcano plot from aged or young serum supplementation compared to controls. (**C**) Differentially expressed genes (DEGs) for young or aged serum supplemented samples compared to serum-free controls largely overlap with minor differences. (**D-G**) Gene ontology enrichment analysis of young or aged serum supplementation compared to serum-free controls reveals overlapping pathways of DEGs.

How the deposited data were processed for this re-analysis (not part of the article)

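RNA of 12 BRB-seq libraries was compared, 2 for each of 3 serum conditions in each of 2 lines. The authors trimmed the reads with Trim Galore 0.6.10, aligned them to GRCh38 with HISAT2 2.2.1, sorted them with SAMtools 1.10 and assigned them to genes with featureCounts 2.0.6. The paper also names UMI-tools 1.1.4, FastQC 0.12.1 and DESeq2 1.40.2. The values the authors deposited are UMI counts per gene and library, a single count for each molecular tag, with no normalization and no filter on genes. The table has 26525 genes, of which 24068 had a count in ESC-derived and 21505 in iPSC-derived libraries. The release of the gene annotation is not stated, and coordinates were taken from GENCODE v44 on GRCh38. With totals between 772087 and 1327013 counts per library, a gene at 20 CPM has on the order of 20 counts, so levels of weakly expressed genes are imprecise.

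From these counts, each line's 6 libraries were fitted together with edgeR 4.0.16 in R 4.3.3, with genes kept by edgeR's filter on low counts, TMM library sizes, 1 mean per group and the quasi-likelihood test, two-sided, with Benjamini-Hochberg adjustment within a comparison. The biological coefficient of variation was 4.866% in ESC-derived and 4.196% in iPSC-derived cells. Differences between the lines were tested as an interaction on all 12 libraries. Each line is its own sequencing mix, so levels were not compared between lines by a test. Levels are means of CPM on the scaled library sizes, and principal components and distances used log2 CPM with a prior count of 2 over 500 genes. 31 gene lists and 10 marker lists were tested with camera of limma 3.58.1 on voom values, with a preset correlation of 0.01 and again with an estimated one, adjusted over the lists of a comparison with at least 3 measured genes, and with fry for direction. No GO database was at hand, so these lists, written from textbook knowledge, stand in place of the paper's GO terms.

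The genes named were set by rule: per comparison with serum-free, the 10 highest and 10 lowest log2 fold changes among DEGs with a mean of at least 20 CPM and every serum library on the same side of both serum-free libraries, up to 4 genes of smallest p per list, and every gene the paper names. Between aged and young serum the rule took the 5 genes of smallest p and those the paper names, and for the interaction the 5 of smallest p per serum. Part of Supplementary Table S1 and the labels of Figures 6 and S2 had been seen when this rule was written. Some genes that meet the rule are not named in the text, and genes outside it are said to be so where they appear.

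The tests were tested on simulated data drawn from the means and library sizes of the real libraries. For aged serum against serum-free in ESC-derived cells, 10485 genes were simulated, with 100 changed 2-fold and 100 changed 4-fold. Of these edgeR called 72% and 97%, and 6.63% of its calls were false. In iPSC-derived cells, with as many changed among 9571 genes, it called 70% and 92%, with 9.5% of calls false. Recovery of changes between aged and young serum was not simulated. DESeq2 1.42.0 on 4 libraries called 41% and 79% in the ESC and 39% and 71% in the iPSC simulation, with 0 false calls in either, and on 6 libraries 46% and 85%, then 41% and 77%. Camera found simulated lists of changed genes in both lines, and a list of unchanged genes was not called. Alternatives were RLE factors, library sizes alone, DESeq2 on 4, 6 or 12 libraries, edgeR on 4 or 12 libraries, no filter, at least 10 counts in every library, an adjusted p under 0.05, no limit on the fold change, a block for the replicate number, and leaving out each library. No library was left out of the main results. With 2 libraries per group, no other split of the libraries can be weighed against the real one, and none was counted.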

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

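The tests of scaling and of pluripotent-cell loss were chosen only after the result was seen, and the test of library depth was written before it. The response to serum differed between ESC-derived and iPSC-derived cells at 863 genes for aged and 812 genes for young serum by edgeR's interaction test. Among mitosis genes, 31 of 35 had a higher log2 fold change in iPSC-derived cells with aged and 29 with young serum (32 with each adjusted over the list alone), and limma's camera gave adjusted p = 1.46e-25 and 3.5e-25. CCNB1, the cyclin that starts mitosis, had a difference in log2 fold change of 2.43 (standard error 0.35, adjusted p = 4.28e-08) with aged serum by edgeR. Among DNA replication genes the higher log2 fold change in iPSC-derived cells was found for 29 of 47 with aged and 24 with young serum (33 and 31 adjusted over the list alone). Cholesterol synthesis genes fell in both lines but less in iPSC-derived cells, with medians of -0.72 with aged and -0.56 with young serum against -1.83 and -1.81 on the log2 scale, and the difference passed for 14 and 15 members. Of the targets of TGF-beta and BMP, 12 and 13 had a lower log2 fold change in iPSC-derived cells, where the medians were 0.09 and 0.12 against 1.1985 and 1.65. Line and sequencing mix cannot be told apart, so these differences are between mixes as much as between lines.

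Mitosis genes fell in ESC-derived and rose in iPSC-derived cells, from a median of 98.05 CPM in serum-free ESC-derived and 8.784 CPM in serum-free iPSC-derived cells. In ESC-derived cells 28 of 35 fell with aged serum, while with young serum 19 fell, 3 rose and 13 did not pass, limma's camera with an estimated correlation gave adjusted p = 0.134, and DESeq2 on 4 libraries called 10 lower with aged and 7 with young serum. Library depth is argued against, as the median log2 fold change nearest to 0 was -0.43 in ESC-derived and 1.63 in iPSC-derived cells with every library thinned to 772087 counts. With RLE factors or library sizes alone the medians nearest to 0 were -0.32 and 1.52. The choice among these scalings and TMM therefore did not set their signs. Such scalings shift all genes of a comparison alike, here at most from -0.38 to -0.32 (ESC, young serum). A scaling error common to all of them was not tested, so scaling as a cause stays open. A loss of dividing pluripotent cells from the ESC-derived cultures is argued against as the whole cause, since the lower quartile of the DNA replication genes (-0.0539 with aged and 0.118 with young serum) lay above the upper quartile of the mitosis genes (-0.542 and 0.0377), and the serum-free libraries had 9 and 5 counts of POU5F1 and 0 of NANOG. The bound for this test was rewritten 2 times once its values were known: the first, a replication median over 0 with both sera, excluded the loss as well, and the second, which also asked that no pluripotent marker be called lower, left it open, as all 6 measured ones fell by edgeR's test.

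Between aged and young serum 5 genes passed the adjusted threshold of edgeR in both lines, each with the same sign: KCNQ1OT1, MT2A, SMC4, SYNE2 and XRCC5. They come from 113 and 30 such genes among 8841 tested in both lines, where 0.3834 would be expected to overlap by chance, and they were singled out after their values were seen. DESeq2 on 4 libraries gave MT2A no adjusted p in ESC-derived cells, so MT2A counts below as not called there without having been tested. Without young serum replicate 2 all 5 calls in ESC-derived cells ended (by edgeR the log2 fold changes of KCNQ1OT1 and SYNE2 went to -0.03 and -0.07, while those of MT2A, SMC4 and XRCC5 stayed at 0.60, -0.36 and -0.31, from 0.67, -0.41 and -0.33), leaving out 1 library ended 3 in iPSC-derived cells, those of SMC4, SYNE2 and XRCC5, and with DESeq2 on 4 libraries 3 and 4 were not called.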

How the results depend on the processing

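All settings here were planned, and 2 libraries per group limit each of them. With DESeq2 on 4 libraries the DEGs of aged serum, of young serum and shared were 291, 401 and 255 in ESC-derived and 628, 800 and 499 in iPSC-derived cells, and 0 between the sera in either line (282 and 66 genes at an unadjusted p under 0.05). With DESeq2 on 6 libraries they were 350, 437 and 292, then 762, 692 and 555, and 0 between the sera (203 and 103). With at least 10 counts in every library they were 333, 413 and 250, then 632, 548 and 422, and 1 between the sera in iPSC-derived cells. With no limit on the fold change they were 2363, 2976 and 1820, then 3580, 3507 and 2805, and 123 and 36 between the sera. An adjusted p under 0.05 gave 6 and 2 between the sera, and edgeR on 4 libraries 2 in iPSC-derived cells. DESeq2 on 12 libraries gave 370 and 359 genes for the interaction. With an estimated correlation, camera called 0 lists in place of 12 between the sera in ESC-derived and 0 in place of 10 in iPSC-derived cells (8 and 6 at an unadjusted p under 0.05, and 7 in each by fry), 14 in place of 26 with young serum in iPSC-derived cells, and 10 in place of 20 for the interaction with young serum. By replicate number, the groups of a line had r of -0.0049 to 0.041 across genes. The spread between the libraries of a group was only 1.08 to 1.28 times the sampling noise of counts. Such an r could therefore miss a pairing, and whether replicate numbers pair the libraries stays open. A replicate block moved the counts between the sera to 13 (6 higher) in ESC-derived cells, where 192 genes passed by adjusted p alone. In iPSC-derived cells it moved the count to 2 and ended the calls of H1-3 and WNT2B (adjusted p = 0.132 for each by edgeR).

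Leaving out 1 library moved the count between the sera from 6 (without young serum replicate 2) to 29 (without young serum replicate 1) in ESC-derived cells, and from 2 (without serum-free replicate 2) to 13 (without aged serum replicate 1) in iPSC-derived cells. Log2 fold changes that turned, each without a call, ran as follows over the left-out libraries: AKR1B1 (ESC, aged serum against young serum) from -0.1168 (without aged serum replicate 2) to 0.0365 (without aged serum replicate 1). FOXO3 (iPSC, aged serum against serum-free) from -0.3817 (without serum-free replicate 2) to 0.0835 (without serum-free replicate 1). FOXO3 (iPSC, young serum against serum-free) from -0.1524 (without serum-free replicate 2) to 0.314 (without serum-free replicate 1). HBEGF (iPSC, aged serum against young serum) from -0.1172 (without young serum replicate 1) to 0.1356 (without young serum replicate 2), and 0.0071 (RLE), 0.0018 (DESeq2 on 4 libraries), 0.0022 (edgeR on 4 libraries), 9e-04 (replicate block). PLIN2 (iPSC, young serum against serum-free) from -0.24 (without serum-free replicate 1) to 0.0796 (without serum-free replicate 2). Of 200 named calls, 32 were lost under at least 1 setting and 0 turned. Most of those lost were calls between aged and young serum. A setting that gave no adjusted p did not count as a loss. Of the counts per gene list 75 moved by over 1.5 times and 861 did not. DESeq2 on 4 libraries gave no adjusted p between the sera for ARRDC3, CPT1A, FOXO3, H1-4, HBEGF, IL11, MT2A, MXD1, NDC80, S1PR1 and TNS3 in ESC-derived cells. The cause was not tested for any of these moves.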

Differences from the paper's values

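The settings compared here were chosen before the data were examined. For aged serum in ESC-derived cells the paper gives 343 DEGs, 157 higher and 186 lower, where edgeR called 794, 348 and 446. For young serum in ESC-derived cells the paper gives 488, with 244 higher and 244 lower, against 896, 411 and 485. In iPSC-derived cells the paper's counts are 738 (402 and 336) for aged and 701 (391 and 310) for young serum, against 1346 (636 and 710) and 1223 (616 and 607). The paper's shared DEGs are 299 and 536, against 592 and 953. DESeq2 on 4 or 6 libraries came within 1.5 times of the paper for all 14 values, for instance 350 and 292 on 6 libraries for aged serum and the overlap in ESC-derived cells, and at least 10 counts in every library did so for 13, not for the genes higher with young serum in iPSC-derived cells. Library sizes alone, edgeR on 4 libraries and an adjusted p under 0.05 did so for the genes higher in iPSC-derived cells and for no other value (600, 574 and 590 with aged serum). RLE factors, edgeR on 12 libraries, no filter, a replicate block and no limit on the fold change did not do so for any. The cause of the differences was not tested.

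In its direct comparison of young with aged serum the paper reports no DEGs. Its sentence prints the log2 fold change limit as under 1, while its methods use over 1. With the limit of over 1, edgeR called 10 in ESC-derived and 4 in iPSC-derived cells. DESeq2 on 4 libraries called 0 in either line, with 282 and 66 genes at an unadjusted p under 0.05, and DESeq2 on 6 libraries called 0, with 203 and 103. The paper counts FOXO3, LDHA and HBEGF in ESC-derived cells among genes with an adjusted p under 0.05 between the sera, where edgeR gave adjusted p = 0.909, 0.717 and 0.338 and no setting run for single genes called them (DESeq2 on 4 libraries gave FOXO3 and HBEGF no adjusted p). It reports lower expression of FOXO3, where the ESC log2 fold change between the sera was 0.20. AKR1B is described there as decreased, while AKR1B1 was higher with aged than with young serum in iPSC-derived cells, by 0.64 (adjusted p = 1.13e-05 by edgeR), and no setting run turned this. LDHA and HBEGF are described as decreased too, and their ESC log2 fold changes between the sera, -0.13 and -0.45, have that sign. In the paper regulation of apoptotic processes and response to lipids are raised by aged serum alone in ESC-derived cells, while 9 pro-apoptotic genes rose with aged and 7 with young serum, and 4 lipid-responsive genes rose with each. Actin filament-based process is a lowered term for iPSC-derived cells in the paper, while 27 of the 50 genes of the list written here rose with aged serum and 8 fell, and that list is not the paper's GO term.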

Other observations

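All tests of the linker histone genes below, and those of older gene symbols and of wrong identifiers in Supplementary Table S1, were chosen only after the result was seen, while the test of Entrez order was written before it.

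Mitosis genes moved in opposite directions in the 2 lines, while DNA replication genes did not, with medians over 0 in both. In ESC-derived cells 28 of 35 mitosis genes fell, 1 rose and 6 did not pass the test with aged serum (29 fell adjusted over the list alone), and 19 fell, 3 rose and 13 did not pass with young serum (20 fell). TOP2A, which untangles DNA before division, fell from 557 ± 8.35 to 313 ± 7.42 CPM with aged and 346 ± 13.8 with young serum (SD, n = 2), and UBE2C, which marks mitotic cyclins for degradation, had a log2 fold change of -0.87 (standard error 0.12, adjusted p = 9.06e-08) with aged serum by edgeR. In iPSC-derived cells 21 of 28 rose with aged and 25 with young serum and the others did not pass (22 and 26 adjusted over the list alone), with TOP2A at 1.66 (adjusted p = 1.43e-07) and CENPF, a kinetochore protein, at 1.39 (adjusted p = 1.48e-06) on the log2 scale with aged serum by edgeR. MKI67, the marker of proliferating cells, had log2 fold changes of -0.74 (adjusted p = 0.000168) in ESC-derived and 0.94 (adjusted p = 0.0607) in iPSC-derived cells with aged serum by edgeR. With young serum they were -0.25 (adjusted p = 0.179) and 1.87 (adjusted p = 5.22e-06) by edgeR, so that the ESC value did not pass. This ESC value depended on single libraries: it was -0.41 without serum-free replicate 2 and -0.43 without young serum replicate 2. Between aged and young serum MKI67 differed by -0.49 (adjusted p = 0.126) and -0.93 (adjusted p = 0.17) by edgeR, lower with aged serum in both lines without passing. With aged serum DESeq2 on 4 libraries gave MKI67 adjusted p of 0.177 and 0.602, and edgeR's iPSC value was 0.572 without serum-free replicate 1 and 0.197 without aged serum replicate 1. DNA replication genes rose in iPSC-derived cells, 30 of 42 with aged and 31 with young serum (31 and 32 adjusted over the list alone), among them RRM2, which makes deoxynucleotides, from 10.9 ± 2.53 to 82.2 ± 1.26 and 62.7 ± 4.43 CPM (SD, n = 2). In ESC-derived cells 8 of 47 rose, 1 fell and 38 did not pass with aged serum, and 20 rose and 27 did not pass with young serum (8 and 22 rose adjusted over the list alone); without serum-free replicate 1 the counts were 4 and 13, without serum-free replicate 2 13 with young serum, and without aged serum replicate 1 5 with aged serum. Limma's camera gave adjusted p = 1.01e-14 and 5.07e-05 for mitosis and adjusted p = 0.0534 and 1.57e-05 for DNA replication in ESC-derived cells, and adjusted p = 3.06e-07 and 2.72e-10, then 7.36e-11 and 1.13e-11, in iPSC-derived cells. With an estimated correlation it gave adjusted p = 0.134 for mitosis with young and adjusted p = 0.158 for DNA replication with aged serum in ESC-derived cells. DESeq2 on 4 libraries called 10 and 7 mitosis genes lower and 2 and 6 DNA replication genes higher in ESC-derived cells, and with aged serum 9 and 16 higher in iPSC-derived cells.

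Markers of immature and of muscle cells fell together in ESC-derived cells. Of 18 contractile muscle genes 15 fell with aged and 13 with young serum, by either adjustment, and the others did not pass. MYL1, a myosin light chain of fast fibers, went from 244 ± 22.5 to 96.5 ± 17.3 and 97.2 ± 0.384 CPM (SD, n = 2), and TNNI1 had a log2 fold change of -1.02 (adjusted p = 1.03e-05) with aged serum by edgeR. All 6 measured pluripotent-cell markers fell with each serum, by either adjustment, among them L1TD1, an RNA-binding protein of stem cells, with -2.54 (adjusted p = 2.06e-06) with aged serum by edgeR, and SOX2, from 769 ± 17.6 to 598 ± 27.9 and 655 ± 7.24 CPM (SD, n = 2). The adjusted p of SOX2 with young serum was 0.121 without serum-free replicate 2, 0.166 without young serum replicate 1 and 0.142 without young serum replicate 2 by edgeR, and 0.12 and 0.538 with aged and young serum in DESeq2 on 4 libraries. Of 14 neural progenitor markers, a list that also holds SOX2, 9 fell with each serum, 2 rose with aged and 1 with young serum and the others did not pass, the same counts as adjusted over the list alone; ZIC2, a transcription factor of the early nervous system, was at 302 ± 4.17, 79.8 ± 1.12 and 92.7 ± 1.37 CPM (SD, n = 2). Limma's camera gave adjusted p = 1.67e-09 and 1.72e-08 for contractile genes, adjusted p = 5.06e-08 and 3.32e-06 for pluripotent and adjusted p = 6.6e-07 and 2.77e-07 for neural progenitor markers, and these calls held with an estimated correlation. The serum-free libraries had 9 and 5 counts of POU5F1, 1 and 0 of UTF1 and 0 of NANOG and ZFP42, which mark pluripotent cells more narrowly, while SOX2, LIN28A, LIN28B and L1TD1 are also made by other immature cells. With DESeq2 on 4 libraries 6 and 7 contractile genes and 3 and 2 pluripotent markers fell.

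H1-2 and H1-4 in ESC-derived and H1-3 and H1-5 in iPSC-derived cells were lower under aged than young serum, and a candidate explanation is 1 young serum library with high counts of the gene. Without the young serum library in which the gene was higher, the log2 fold change was -0.25 for H1-2 and -0.95 for H1-4 in ESC-derived cells. For H1-3 and H1-5 in iPSC-derived cells it was -0.70 and -0.96. The library left out was the higher young one for each gene, so a move toward 0 was built in. This test cannot decide, and the explanation stays open. The lower young library lay above both aged ones for H1-4, H1-3 and H1-5. For H1-2 it (179.5 CPM) lay between them (107.8 and 208 CPM). More nuclear RNA in the young serum libraries stays open too, as the lower quartile of nuclear noncoding RNAs was no lower than -0.46 in either line, but KCNQ1OT1 had log2 fold changes of -0.91 (adjusted p = 0.00852) and -0.89 (adjusted p = 5.01e-07) by edgeR in ESC-derived and iPSC-derived cells (the ESC value was -0.03, adjusted p = 0.994, without young serum replicate 2, and its adjusted p 0.32 without aged serum replicate 1 and 0.766 in DESeq2 on 4 libraries) and MALAT1 of -0.49 (adjusted p = 5.68e-06) in iPSC-derived cells, and MALAT1 held 0.172% of the counts of ESC young serum replicate 2 against 0.0970% to 0.106% in the other ESC serum libraries. Fewer cells in S phase are argued against as the whole cause, as the lower quartile of DNA replication genes was no lower than -0.33 in either line. As a part of the cause they stay open. In ESC-derived cells 40 of 47 replication genes lay below 0, with 8 lower and 0 higher at an unadjusted p under 0.05. In iPSC-derived cells 22 of 42 lay below 0, with 2 lower and 1 higher. Mitosis genes had medians of -0.30 in ESC-derived and -0.26 in iPSC-derived cells between the sera. Of these, 12 and 4 were lower and 0 higher at an unadjusted p under 0.05. The bounds of these tests were rewritten once their values were known: before, 1 library was left out per line, which for H1-3 was the lower young one, and iPSC-derived cells or H1-3 were excluded, as were nuclear RNA and S phase.

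In the part held of Supplementary Table S1 most printed names do not belong to the identifier beside them. Of 2035 identifiers 1.18% carried a current or older symbol of their gene, so older symbols are argued against. Values standing beside the wrong identifiers are argued against too, as the lower Pearson's r across genes between the table's log2 fold changes and DESeq2 on 4 libraries was 1 by identifier. The Entrez numbers of the printed names followed those of the identifiers with a Spearman's rho of 0.9834 across genes, which is in line with names joined by their place in a list ordered by Entrez number, a hypothesis on how the table was made.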
